# Profiles of Wnt pathway gene expression during tooth morphogenesis

**DOI:** 10.3389/fphys.2023.1316635

**Published:** 2024-01-10

**Authors:** Resmi Raju, Jeremie Oliver Piña, Daniela M. Roth, Parna Chattaraj, Fahad K. Kidwai, Fabio R. Faucz, James Iben, Gus Fridell, Ryan K. Dale, Rena N. D’Souza

**Keywords:** tooth morphogenesis, cell differentiation, Wnt signaling modulators, odontoblasts, ameloblasts, dentinogenesis

## Abstract

Mouse and human genetic studies indicate key roles of the *Wnt10a* ligand in odontogenesis. Previous studies have identified effectors and regulators of the Wnt signaling pathway actively expressed during key stages of tooth morphogenesis. However, limitations in multiplexing and spatial resolution hindered a more comprehensive analysis of these signaling molecules. Here, profiling of transcriptomes using fluorescent multiplex *in situ* hybridization and single-cell RNA-sequencing (scRNA-seq) provide robust insight into the synchronized expression patterns of *Wnt10a*, *Dkk1*, and *Sost* simultaneously during tooth development. First, we identified *Wnt10a* transcripts restricted to the epithelium at the stage of tooth bud morphogenesis, contrasting that of *Sost* and *Dkk1* localization to the dental mesenchyme. By embryonic day 15.5 (E15.5), a marked shift of *Wnt10a* expression from dental epithelium to mesenchyme was noted, while *Sost* and *Dkk1* expression remained enriched in the mesenchyme. By postnatal day 0 (P0), co-localization patterns of *Wnt10a*, *Dkk1*, and *Sost* were observed in both terminally differentiating and secreting odontoblasts of molars and incisors. Interestingly, *Wnt10a* exhibited robust expression in fully differentiated ameloblasts at the developing cusp tip of both molars and incisors, an observation not previously noted in prior studies. At P7 and 14, after the mineralization of dentin and enamel, *Wnt10a* expression was limited to odontoblasts. Meanwhile, Wnt modulators showed reduced or absent signals in molars. In contrast, strong signals persisted in ameloblasts (for *Wnt10a*) and odontoblasts (for *Wnt10a*, *Sost*, and *Dkk1*) towards the proximal end of incisors, near the cervical loop. Our scRNA-seq analysis used CellChat to further contextualize Wnt pathway-mediated communication between cells by examining ligand-receptor interactions among different clusters. The co-localization pattern of *Wnt10a*, *Dkk1*, and *Sost* in both terminally differentiating and secreting odontoblasts of molars and incisors potentially signifies the crucial ligand-modulator interaction along the gradient of cytodifferentiation starting from each cusp tip towards the apical region. These data provide cell type-specific insight into the role of Wnt ligands and mediators during epithelial-mesenchymal interactions in odontogenesis.

## Introduction

Wnt signaling provides critical cues in many processes of embryogenesis, including organ development, tissue homeostasis, and wound repair (Tamura and Nemoto, 2016). Several Wnt signaling components, including Wnt ligands, receptors, transducers, transcription factors, and antagonists, are expressed in the dental epithelium and mesenchyme during tooth development in humans and mice (Kornsuthisopon et al., 2022). Following patterning morphogenesis, *Wnt10a* is strongly expressed in pre- and fully-differentiated odontoblasts (Yamashiro et al., 2007), with expression levels maintained in odontoblasts adjacent to Hertwig’s epithelial root sheath (HERS). *Wnt10a* deficiency causes enamel hypoplasia, leading to a flattened crown and taurodontic roots in mice and humans (Yang et al., 2015).

Several extracellular Wnt antagonists (Malinauskas and Jones, 2014) expressed in the tooth organ either bind directly to or compete with Wnt ligands for binding to the co-receptors, Lrp5 and Lrp6. Dickkopf (Dkk) and Sclerostin (Sost) proteins are secreted Wnt antagonists that block the binding of Wnt ligands to Lrp5 and Lrp6 receptors. Inhibition of epithelial Wnt/β-catenin through *Dkk1* overexpression arrests tooth morphogenesis at early or late bud stage (Han et al., 2011). A previous study reported that *Sost* expression was restricted to odontoblasts at the dentin matrix-secreting stages (Naka and Yokose, 2011). *Sost* overexpression in human pulp-derived odontoblast-like cells inhibited odontogenic differentiation (Liao et al., 2019). Nevertheless, mice lacking the *Sost* gene exhibit alterations only in periodontal bone and cementum, with no other abnormalities observed in tooth structure (Kuchler et al., 2014).

Wnt agonist therapies have been studied to stimulate Wnt signaling for the propagation of dentin-pulp regeneration (Neves et al., 2017; Ali et al., 2019; Birjandi et al., 2020). Mice lacking the *Sost* gene show significantly improved pulp healing following injury (Collignon et al., 2017). Inhibition of DKK1 and SOST using a bispecific antibody has shown superior bone repair activity to that of monotherapy (Florio et al., 2016). Modulating components of the Wnt signaling pathway holds great promise in the field of tooth regeneration. Therefore, it is imperative to gain a comprehensive understanding of the spatiotemporal expression patterns during odontogenesis in embryonic and early postnatal developmental stages. The primary aim of this study is to conduct a robust spatiotemporal profiling of Wnt mediators, specifically *Sost* and *Dkk1*, along with the Wnt effector ligand, *Wnt10a*, during odontogenesis, utilizing multiplex, high spatial resolution technology. Furthermore, our study aims to explore if the expression pattern of these three genes differs between non-growing molars and continuously self-renewing incisors. Profiling of transcriptomes using fluorescent multiplex *in situ* hybridization and single-cell RNA-sequencing (scRNA-seq) provides a distinctive insight into the synchronized expression pattern of *Wnt10a*, *Dkk1,* and *Sost* during tooth development not previously conducted.

## Materials and methods

### Animals and embryo collection

All animal procedures were approved by the National Institutes of Health, National Institute of Child Health and Human Development Animal Care and Use Committee (ACUC), under Animal Study Protocol #21-031. Mice were housed in a temperature-controlled room under artificial lighting with access to food and water *ad libitum*. Healthy fertile male mice were mated with the same strain C57BL/6J female mice to generate embryos and pups at different developmental stages. Embryonic day 0.5 (E 0.5) was identified as the day on which the presence of a vaginal plug was confirmed. Six embryonic and four postnatal stages, regardless of their sex, at each developmental stage (E12.5, E13.5, E14.5, E15.5, E17.5, E18.5, postnatal day 0 (P0), P1, P7, P14 (n = 3 biological replicates and n = 3 technical replicates in each, Total number of pregnant mice used = 30) were used in this study. Mice were euthanized by an overdose of carbon dioxide followed by cervical dislocation.

### Histology preparation

E12.5 to E18.5 embryos, and P0/P1, P7, P14 (n = 3) mice pups were used for morphological observation using hematoxylin and eosin (HE) staining. Whole embryo/pup heads were fixed in 10% neutral buffered formalin (NBF) (Azer Scientific, Cat No. NAF-4-G) for 24 h and dehydrated and processed, paraffin-embedded, and serially sectioned (4.5 μm) in the coronal (molar) and sagittal (incisor) plane. Stages at P0 or later were decalcified using EDTA (0.5M, pH 8.0, Quality Biological, Cat No. 351-027-101). The sections were deparaffinized, rehydrated, stained with H&E, and imaged on an AxioScan.Z1 slide scanner (Zeiss).

### Fluorescent multiplex mRNA *in situ* hybridization (RNAscope)

E12.5 to E18.5 embryos, and P0/P1, P7, P14 mice (n = 3) were used for RNAscope analysis. RNAscope Probe-Mm-*Wnt10a*, *Sost*, *Dkk1* (Advanced Cell Diagnostics; ACD, 401061, 410031, 402521) were designed. RNAscope^®^ Multiplex Fluorescent Detection Kit v2 (ACD, 323110) was used to explore the expression pattern of *Wnt10a*, *Sost,* and *Dkk1* following the manufacturer’s protocol. RNAscope slides were imaged on an AxioScan.Z1 slide scanner (Zeiss) with Plan-apochromat 40x/0.95 objective in four fluorescent channels (DAPI, Cy3, Cy5, Cy7).

### Tooth organ dissection, single cell dissociation

E15.5 embryos and P0/P1 mice pups, n = 1 (collected and pooled 6 tooth organs in 1 sample) were used for single-cell dissociation. Mice embryos/pups were dissected out and transferred into ice-cold phosphate-buffered saline (PBS) in a 10 cm petri dish. Tooth organs were carefully dissected (maxillary and mandibular molars) of each respective stage and were collected in a 1.5 mL tube with 1X PBS with 0.04% bovine serum albumin (BSA) on ice. Samples were collected from mice embryos/pups in each respective age group. Harvested tooth organs were cut into small pieces in ice-cold 1X PBS with 0.04% BSA on ice. For isolating the single cells, tissue pellets were then incubated in 1 mL of TrypLE express enzyme (Thermo Fisher Scientific, Waltham, MA) for 30 min at 37 °C. Cells were collected by passing the suspension through a cell strainer, followed by centrifugation.

### Single-cell RNA-sequencing (scRNA-seq)

Libraries from isolated cells were prepared using the Chromium Next Single Cell 3’ Reagent Kit v3.1 (Dual Index −10x Genomics—protocol CG000315 Rev C), aiming for a total of 8,000 cells per sample. In brief, cell suspensions were loaded onto the Chromium Controller microfluidic device to be partitioned into bar code-containing Gel Bead-In-Emulsions (GEMs). Samples were incubated, and poly-adenylated mRNAs were reverse-transcribed into cDNAs containing a unique molecular identifier (UMI) and a cell barcode unique to each GEM. The GEMs were broken using a recovery agent to produce a bulk pool of barcoded molecules. Additional amplification of the cDNA was performed before proceeding to fragmentation, end repair, A-tailing, and ligation. A sample dual index PCR was performed in order to add the P5, i5, i7, and P7 sequences to the final scRNA-seq library. Finally, samples were pooled, and the library was sequenced using the Illumina NovaSeq 6,000 with the SP reagent Kit v.1.5, resulting in 28 × 90 bp paired-end reads.

### Bioinformatics analysis

Cell Ranger (10X Genomics) was used to process reads into a barcode x count matrix by aligning to the mm10 mouse assembly and using the refdata-gex-mm10-2020-A annotation provided by 10X Genomics. This was performed for each of the samples (P1 mandibular molar, P1 maxillary molar, E15.5 mandibular molar, E15.5 maxillary molar). In total, ∼110,000 cells across all samples, ranging from 7,379 to 20,076 per sample, were obtained from Cell Ranger using its default filtering. 

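The deposited count tables of the 4 libraries hold 56940 barcodes that Cell Ranger called as cells. The E15.5 maxillary molar has 10885 of them, the P1 maxillary molar 18707, the E15.5 mandibular molar 7947 and the P1 mandibular molar 19401. The median number of UMIs per barcode, where a UMI is a tag that marks 1 captured RNA molecule, was 9106 at E15.5 and 3492 at P1 in the maxillary molar. In the mandibular molar the medians were 10048 and 4090. The barcodes are those before any filter on doublets, mitochondrial counts or detected genes.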

We further used the scDblFinder package (McGinnis et al., 2019) with default parameters to identify and remove doublets from analysis in each of the samples. Cells were further filtered based on the percentage of counts associated with mitochondrial genes and the number of detected genes per cell, and we removed cells >3 median absolute deviations (MADs) from the median of the total population using the scuttle package (McCarthy et al., 2017). This resulted in 32,288 cells total (ranging from 1,545 to 6,737 cells per sample). 

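Cells were filtered again from the deposited barcodes, with the limit of 3 MADs taken within each library on the linear scale and a minimum of 200 detected genes. Doublets were ranked by Scrublet score in place of scDblFinder, and the top 0.8% per 1000 barcodes of a library were removed, 7264 barcodes in all. This kept 40985 cells: 8168 from the E15.5 maxillary molar, 13284 from the P1 maxillary molar, 5631 from the E15.5 mandibular molar and 13902 from the P1 mandibular molar. Between 70.9% and 75.0% of the barcodes of a library were kept. Kept cells had a median of 3362 detected genes at E15.5 and 1890 at P1 in the maxillary molar, and 3598 and 2014 in the mandibular molar. Of the alternatives tried, leaving doublets in moved the total most, to 46966 cells.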

Data normalization, scaling, dimensionality reduction, highly variable feature detection, population sub-setting, data integration, and marker detection were all performed with the Seurat v4 (Hao 2021) package based on the standard workflow. Specifically, the steps were the following: normalization with SCTransform (Hafemeister and Satija, 2019; Choudhary and Satija, 2022) on each sample independently using the glmGamPoi method; integration of all samples using SelectIntegrationFeatures with 3,000 features and FindIntegrationAnchors with cca reduction and 5 anchor features; clustering on 40 principal components with a resolution of 1.0; and FindMarkers using Wilcoxon test. Cell types were assigned post-analysis to clusters after inspection of the marker genes. Cells identified as immune response, muscle, endothelial cells, neural, and myeloid cells were then removed, and the remaining cells were clustered and annotated using the same methods and parameters as above.

Cluster identities were assigned based on previously published gene markers (Chiba et al., 2020; Krivanek et al., 2020; Hermans et al., 2022; Jing et al., 2022) (Supplementary Figure S6).

### CellChat analysis

New Seurat objects were generated, filtered, and clustered using the PopsicleR package for the E15.5 and P1 maxillary molar datasets (Grandi et al., 2022). We followed the standard workflow, filtering out cells with less than 200 features and more than 6,500 (E15.5) or 7,500 (P1), >20% (E15.5) or 25% (P1) mitochondrial, and >50% (E15.5) or 45% (P1) ribosomal genes. Doublets were removed at a threshold of 0.35 (E15.5) or 0.38 (P1). Normalization was performed using default values, followed by regression based on cell cycle genes. We then clustered the dataset at 0.6 resolution and annotated clusters as described above.

Individual CellChat objects were generated from the resultant Seurat objects and analyzed following the single dataset analysis tutorial for each (Jin et al., 2021). Querying the WNT signaling pathway network, we generated several plots to visualize predicted interactions within and between annotated clusters. For both E15.5 and P1 maxillary molar datasets, we generated circle plots and chord diagrams to visualize cellular communication and scatter plots to identify signaling roles for cells using network centrality analysis, focused on the WNT signaling pathway network only.

## Results

### *Wnt10a* is expressed in dental epithelium while Wnt modulators, *Dkk1* and *Sost,* are expressed in the dental mesenchyme during the early stages of tooth development

To confirm the morphological features of the molar and incisor tooth organ at each developmental time point, we performed H&E staining of Formalin-Fixed Paraffin-Embedded (FFPE) embryo head specimens. During the initiation of tooth development [E12.5], a localized thickening of the oral epithelium is visualized in the presumptive molariform field (Supplementary Figure S1). To evaluate the spatiotemporal mRNA expression of *Wnt10a*, *Sost,* and *Dkk1* in the molar and incisor tooth organ we performed RNAscope at each developmental time point using FFPE tissue. *Wnt10a* transcripts were detected in the oral and presumptive dental epithelium but were absent in the mesenchyme of maxillary and mandibular molars (Supplementary Figure S1). *Dkk1* was expressed in the mesenchyme of molars, and *Sost* expression was minimal or absent (Supplementary Figure S1). Similar expression patterns were observed in the incisors (Supplementary Figure S2).

By E13.5, the epithelial bud had developed by invaginating into the condensed mesenchyme. The enamel knot (EK) started to appear in first molars at this stage (Figure 1A, Supplementary Figure S3A). *Wnt10a* transcripts were detected throughout the molar bud epithelium with the strongest expression in the EK (Figure 1A_1_, Supplementary Figure S3B). In the dental epithelium, stronger expression was observed towards the buccal side (red arrowhead in Figure 1A_1_, Supplementary Figure S3B), while *Sost* and *Dkk1* were expressed within the mesenchyme (Figure 1A_2_, A_3_, Supplementary Figure S3C, D). At this stage, we found relatively intense expression of *Wnt10a* along the labial border of the epithelial invagination in incisors (white arrow in Supplementary Figure S2).

**FIGURE 1:**
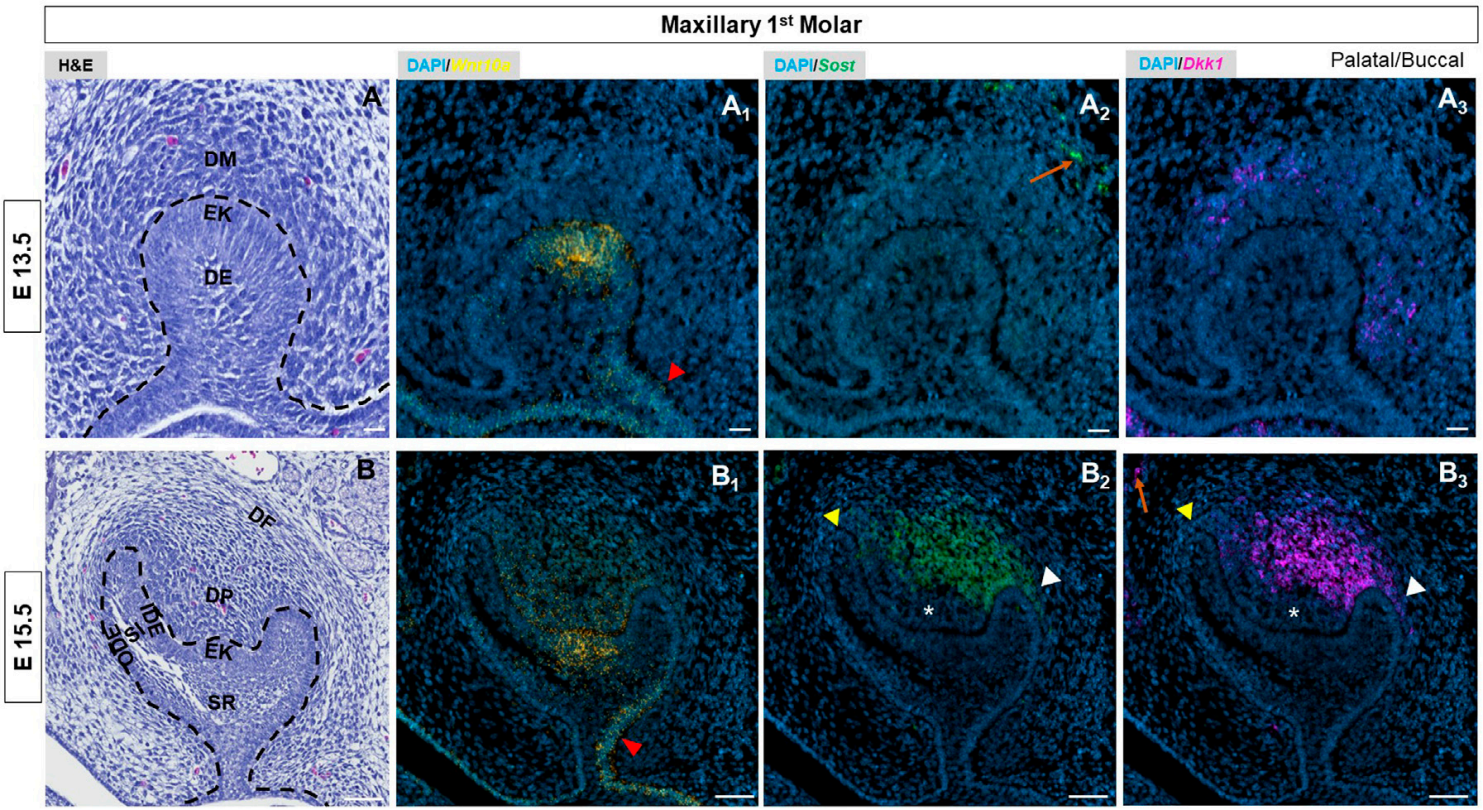
**(A, B)** E13.5 & E15.5 maxillary first molar tooth organs of wild type mice were analyzed using hematoxylin and eosin (HE) staining. RNAscope *in-situ* hybridization of *Wnt10a*, *Sost* and *Dkk1* with positive staining in **(A**_**1**_ **, B**_**1**_ **)** yellow dots **(A**_**2**_ **, B**_**2**_ **)** green dots and **(A**_**3**_ **, B**_**3**_ **)** violet dots respectively, on coronal sections of the maxillary first molar tooth organ from wild-type mice at E13.5 & E15.5. The red arrowhead indicates stronger expression of *Wnt10a* towards the buccal side of the dental epithelium. Yellow arrowhead shows weaker signals of *Sost* and *Dkk1* towards *the* longer palatal cervical loop. White arrowhead shows strong signals of *Sost* and *Dkk1* towards a shorter buccal cervical loop. The absence of *Sost* and *Dkk1* from the coronal papilla area adjacent to the EK is indicated by a white asterisk. Enriched expression of *Sost* and *Dkk1* along the future alveolar bone regions around the tooth organ is marked by an orange arrow. Scale bar, **(A, A**_**1-3**_ **)** 20 µm **(B, B**_**1-3**_ **)** 50 µm. DE-Dental epithelium, DM-Dental mesenchyme, EK-Enamel knot, OD-Odontoblast, AM-Ameloblast, SR-Stellate reticulum, SI-Stellate Intermedium, IDE-Inner dental epithelium, ODE- Outer dental epithelium, DP-Dental papilla, DF-Dental follicle.

At the cap stage of molars, [E14.5] (Supplementary Figure S1) *Wnt10a* was exclusively found in the EK area with a slightly stronger signal along the buccal side (Supplementary Figure S1). Enriched expression of both *Sost* and *Dkk1* was observed in the dental papilla (DP) mesenchyme with a noted absence from the coronal papilla area adjacent to the EK (white asterisk in Supplementary Figure S1). A weaker signal of *Sost* and *Dkk1* was noted surrounding the longer palatal cervical loop (CL) (yellow arrowhead) compared to the shorter buccal CL of the maxillary molar (white arrowhead in Supplementary Figure S1).

### *Wnt10a* expression shifts from the epithelium to mesenchyme

At E15.5, the molars and incisors have started to develop into a bell shape (Figure 1B, Supplementary Figure S2, Supplementary Figure S3E). During this stage, *Wnt10a* expression had begun shifting to surrounding mesenchymal cells adjacent to the EK (Figure 1B_1_, Supplementary Figure S3F). We observed a diffuse expression pattern of *Wnt10a* within the EK region. In addition, *Wnt10a* expression was noted in the palatal/lingual region of dental epithelium along with intense expression in the buccal dental epithelium of molars (red arrowhead in Figure 1B_1_, Supplementary Figure S3F). *Sost* and *Dkk1* transcripts in molars did not change from E14.5. The concurrent expression of *Sost* and *Dkk1* was absent in the coronal papilla adjacent to the EK (white asterisk in Figure 1B_2_, B_3_, Supplementary Figure S3G, H). A weaker expression of *Sost* and *Dkk1* around the longer palatal CL (yellow arrowhead) compared to the shorter buccal side of molars (white arrowhead) was noted (Figure 1B_2_, B_3_, Supplementary Figure S3G, H). In incisors, *Sost* and *Dkk1* were expressed in the mesenchyme closer to the EK region (Supplementary Figure S2). Sagittal sections of molars at E16.5 and E17.5 showed patchy expression patterns of Wnt mediators in the DP mesenchyme, with noted absence in areas with intense *Wnt10a* transcripts (Supplementary Figure S5).

### *Wnt10a* and wnt modulators are co-expressed during odontoblast differentiation and dentinogenesis

At E17.5 and 18.5 - during the late bell stage (Supplementary Figure S1), (Figure 2A, Supplementary Figure S4A),- *Wnt10a* expression was strongly localized to the inner dental epithelium (IDE) and terminally-differentiating odontoblasts corresponding to the future developing cusps of the maxillary molar (Figure 2A_1_, Supplementary Figure S1). *Sost* and *Dkk1* transcripts in the maxillary molars remained consistent in strength and localization to previous stages (Supplementary Figure S1), (Figure 2A_2_, A_3_). In the mandibular molar, maxillary, and mandibular incisors, *Wnt10a* transcription corresponded to the gradient of terminally differentiating ameloblasts and odontoblasts at the cusp tip regions (Supplementary Figure S2; Supplementary Figure S4). At E17.5, *Sost* and *Dkk1* transcripts were detected strongly throughout the DP of mandibular molars (Supplementary Figure S1). In the incisors at E17.5 and mandibular molars at E18.5, both Wnt mediators were localized to the pre-odontoblasts and terminally-differentiating odontoblasts at the developing cusp tips (Supplementary Figure S2; Supplementary Figure S4C, D).

**FIGURE 2:**
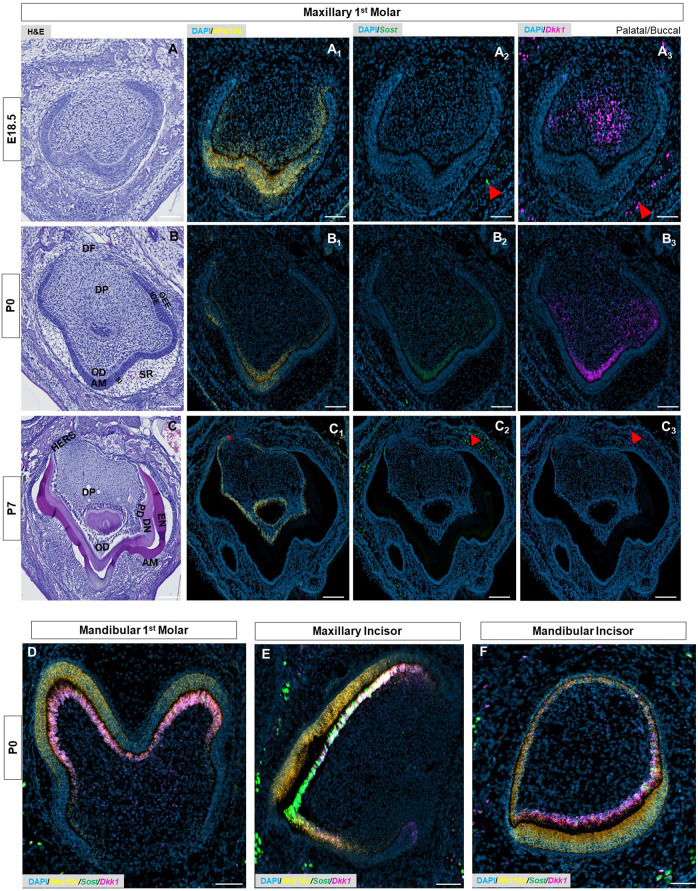
**(A–C)** E18.5, P0 & P7 maxillary first molar tooth organs of wild-type mice were analyzed using hematoxylin and eosin (HE) staining. RNAscope *in-situ* hybridization of *Wnt10a*, *Sost,* and *Dkk1* with positive staining in **(A**_**1**_ **-C**_**1**_ **)** yellow dots **(A**_**2**_ **-C**_**2**_ **)** green dots, and **(A**_**3**_ **-C**_**3**_ **)** violet dots respectively, on coronal sections of the maxillary first molar tooth organ from wild-type mice at E18.5, P0 & P7. **(D–F)** Merged RNAscope *in-situ* hybridization of *Wnt10a*, *Sost,* and *Dkk1* in coronal sections of the mandibular first molar, maxillary and mandibular incisor tooth organ from wild-type mice at P0. The red asterisk shows a strong signal of *Wnt10a* in Elongated HERS. Red arrowhead shows strong signals of *Sost* and *Dkk1* within the osteocytes of developing bone. Scale bar, 100 µm. OD-Odontoblast, AM-Ameloblast, SR-Stellate reticulum, SI-Stellate intermedium, IDE-Inner dental epithelium, ODE- Outer dental epithelium, DP-Dental papilla, DF-Dental follicle, EN-Enamel, DN-Dentin, PD-Pre-dentin, HERS-Hertwig’s epithelial root sheath.

At P0, secretory odontoblasts were aligned perpendicular to the basement membrane (Figure 2B, Supplementary Figure S4E), and deposited predentin was evident in mandibular molars (black asterisk in Supplementary Figure S4E). Enamel formation was observed at the labial surface of the mandibular incisors (yellow arrowhead in Supplementary Figure S6). *Sost* and *Dkk1* were strongly localized along the secretory odontoblast layer of molars and incisors (Figure 2B_2_, B_3_, Supplementary Figure S4G,H), (Supplementary Figure S6). *Wnt10a* was expressed intensely by the terminally differentiated ameloblasts and odontoblasts along the developing cusp tip of molars and incisors (Figure 2B_1_), (Supplementary Figure S6). Weaker *Wnt10a* expression was noted in the ameloblasts located at the occlusal groove of mandibular molars (red arrow in Supplementary Figure S4F). Likewise, diminished *Wnt10a*, *Sost*, and *Dkk1* expression was noted in odontoblasts located at the occlusal groove region (white arrow in Supplementary Figure S4F-H). This multiplex *in situ* analysis at P0 gives us a clear picture of the co-localization pattern of *Wnt10a*, *Dkk1,* and *Sost* in terminally differentiating and secretary odontoblasts of molars and incisors (Figures 2D–F).

### *Wnt10a* transcripts localized to a single odontoblast layer and wnt modulator gene expression decreases following mineralization of enamel and dentin in the tooth organ

Advanced mineralization of enamel and dentin occurs in molars and incisors by P7 (Figure 2C, Supplementary Figure S4I), (Figure 3A). *Wnt10a* transcripts were primarily localized to odontoblasts along with a weaker signal in the reduced dental epithelium (RDE) (Figure 2C_1_, Supplementary Figure S4J). Elongated HERS in molars showed a strong signal of *Wnt10a* (red asterisk in Figure 2C_1_, Supplementary Figure S4J). Lower *Sost* expression was exclusively present in some areas of the RDE with a few punctate signals of *Sost* and *Dkk1* observed in odontoblasts near the molar HERS (Figure 2C_2_, C_3_, Supplementary Figure S4K, L). Maxillary incisors showed a strong expression of *Wnt10a* in ameloblasts and odontoblasts along the proximal end of the CL (red arrowhead in Figure 3A_1_, A_2_). Intense signals of *Sost* and *Dkk1* in the odontoblast layer toward the labial CL of maxillary incisors at P7 (yellow and white arrowhead in Figure 3A_3_-A_6_). At P14 we observed weak *Wnt10a* expression in odontoblasts and neither *Sost* nor *Dkk1* was found in molars (Supplementary Figure S7). At P14, intense signals of *Wnt10a* were continuously present in ameloblasts and odontoblasts towards the proximal end of incisors near the CL (red arrowhead in Figure 3B_1_, B_2_). We observed an abundance of transcripts of *Sost* and *Dkk1* in proximal odontoblasts near the CL in incisors (yellow and white arrowhead in Figure 3B_3_, B_6_).

**FIGURE 3:**
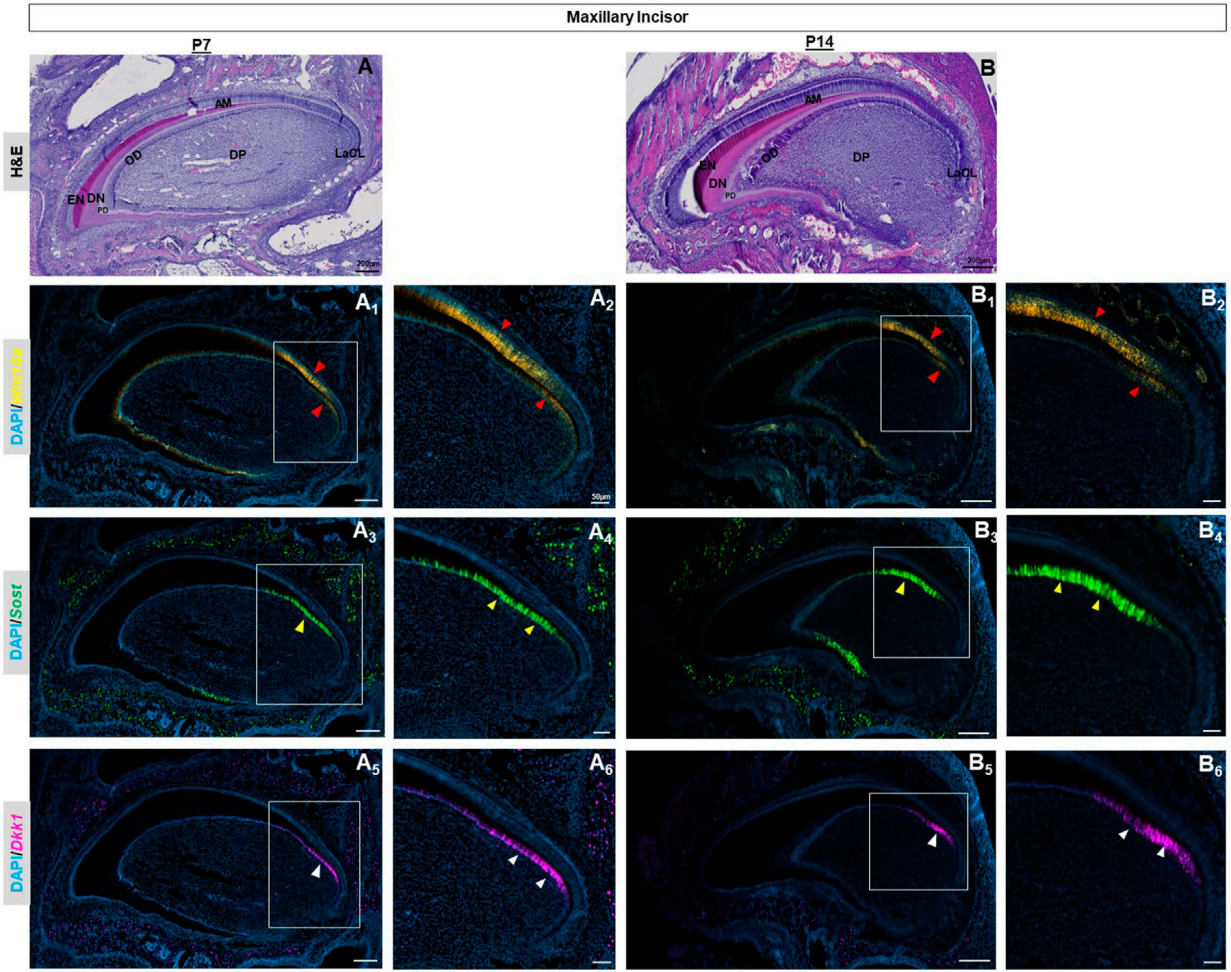
P7 & P14 maxillary incisor tooth organs of wild-type mice were analyzed using hematoxylin and eosin (HE) staining **(A, B)**. RNAscope *in-situ* hybridization of *Wnt10a*, *Sost* and *Dkk1* with positive staining in yellow dots **(A**_**1,**_ **A**_**2**_ **, B**_**1,**_ **B**_**2**_ **)** green dots **(A**_**3,**_ **A**_**4**_ **, B**_**3,**_ **B**_**4**_ **)**, and violet dots **(A**_**5,**_ **A**_**6**_ **, B**_**5,**_ **B**_**6**_ **)** respectively, on sagittal sections of the maxillary incisor tooth organ from wild-type mice at P7 & P14. Intense signals of *Wnt10a* in ameloblasts and odontoblasts towards the proximal end of incisors near the CL are shown by the red arrowhead. The abundance of transcripts of *Sost* and *Dkk1* in proximal odontoblasts near the CL in incisors is marked by yellow and white arrowheads respectively. Scale bar, 200 µm **(A, B, A_1,3,5_, B_1,3,5_)**, 50 µm **(A**_**2,4,6,**_ **B**_**2,4,6**_ **)**, OD-Odontoblast, AM-Ameloblast, DP-Dental papilla, EN-Enamel, DN-Dentin, PD-Pre-dentin, DP-Dental papilla, LaCL-Labial cervical loop.

Enriched expression of *Sost* and *Dkk1* was also detected along the future alveolar bone regions around the tooth organ from E12.5 to E15.5 (orange arrow in Figure 1, Supplementary Figure S1-3). During later stages, intense expression of *Sost* and *Dkk1* was found within the osteocytes of developing bone (red arrowhead in Figure 2, Supplementary Figure S4). *Dkk1* and *Sost* expression generally overlapped in expression patterns, and close spatial association was observed throughout development from E14.5 to P0 (Figure 4).

**FIGURE 4:**
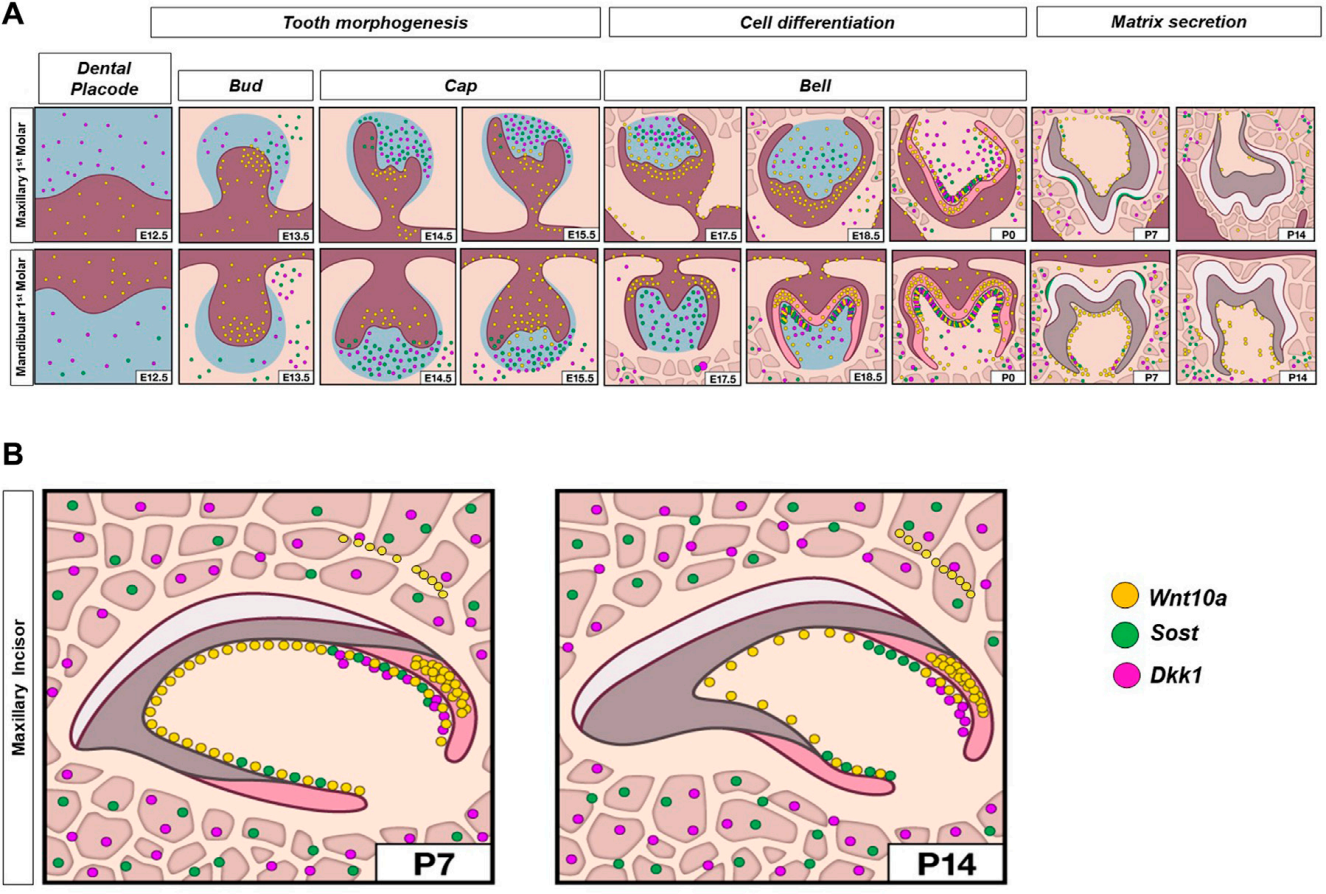
Schematic representation of spatiotemporal expression patterns of *Wnt10a*, *Sost,* and *Dkk1* with positive staining in yellow dots, green dots, and violet dots respectively, on coronal sections of the maxillary and mandibular first molar **(A)**, and sagittal sections of maxillary incisor tooth organ **(B)** of wild-type mice at different developmental stages.

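Each stage and jaw was sequenced as 1 library from 6 pooled tooth organs, so there were no replicates, and no test between stages or jaws was made. The authors deposited raw UMI counts for each gene in each barcode that Cell Ranger 7.0.1 called as a cell, aligned to mm10 and without normalization. The total per library was 109723360 UMIs for the E15.5 maxillary molar, 128812956 for the P1 maxillary molar, 86659227 for the E15.5 mandibular molar and 139873101 for the P1 mandibular molar. Kept cells were clustered within each library, without the Wnt pathway genes, and each cluster was named from marker genes listed in advance. The classes carry the ending "-like" because the names were rebuilt from the counts, and their borders can differ from those of the study. The level of a gene in a class is the sum of its UMIs over the cells of the class per 1000000 UMIs of that class (CPM). Intervals in square brackets are exact 95% intervals (Poisson for levels, binomial for ratios and shares, the latter by Clopper-Pearson), and they cover counting error only. Shares of cells with a UMI are also given after each cell was thinned at random to 2000 UMIs, with shallower cells left out. Immune-like and erythroid-like cells serve as the background from free RNA, the RNA of broken cells that droplets capture. The P1 libraries are not independent of each other. They have 7131 barcodes in common, 38.1% of those of the maxillary and 36.8% of those of the mandibular molar, against 28 to 70 in the other 5 pairs of libraries. These barcodes held a median of 12088 UMIs in the maxillary and 2870 in the mandibular library, and the median log2 ratio of their UMIs was 2.07, with 5th and 95th percentiles of 2.00 and 2.18. Of the 5214 kept in both libraries, 99.5% of those named in both had the same class in both, against 60.5% with partners shuffled.

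**Figure D1:**
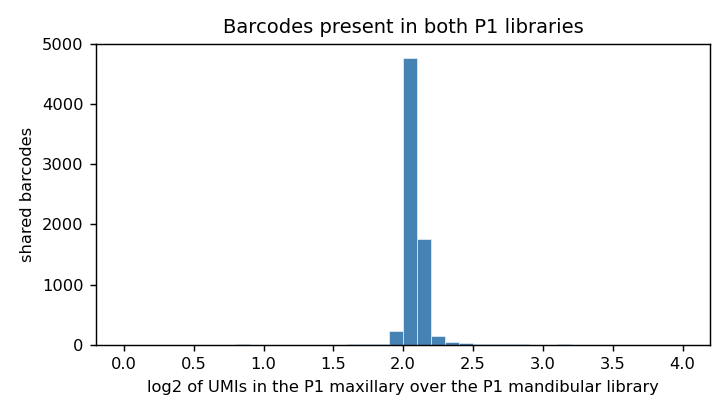
Barcodes present in both P1 libraries, by the log2 ratio of their UMIs in the maxillary library to those in the mandibular library (x axis) and the number of barcodes per bin (y axis). The plot covers the 7091 barcodes with a ratio from 0 to 4, and they form a single narrow peak near 2.07.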

To profile Wnt signaling genes using single-cell RNA sequencing (scRNA-seq) we first collected the maxillary tooth organ from E15.5 and P1 stages, isolated single cells, and sequenced individual cell transcriptomes. Following this we identified clusters containing dental cell populations in E15.5 and P1 maxillary molars (Figure 5A, A’). 

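Clustering of the kept cells gave 32 clusters in the E15.5 maxillary molar and 37 in the P1 maxillary molar. At E15.5, 728 cells were epithelium-like and 4994 mesenchyme-like, with medians of 13468.5 and 10220 UMIs. The mesenchyme-like cells included 235 papilla-like cells, and the epithelium-like cells included 68 stellate reticulum/stratum intermedium (SR/SI)-like and 430 outer or oral epithelium-like cells. At P1, 1464 cells were epithelium-like and 8191 mesenchyme-like, with medians of 10591.5 and 5212 UMIs. They included 601 ameloblast-like, 414 SR/SI-like, 449 outer or oral epithelium-like, 148 odontoblast-like and 3056 papilla-like cells. Clusters whose markers gave no clear name held 9.60% of the kept cells at E15.5 and 15.8% at P1, and are left out of the classes. The SR/SI-like cluster of E15.5 was weakly marked, with a mean marker position of 0.421 on a scale from 0 to 1 and no SR/SI marker among its 10 leading genes. The odontoblast-like cluster of P1 scored nearly as high for bone markers (0.926) as for odontoblast markers (0.927). Of the P1 maxillary cells, 95.8% of the ameloblast-like and 97.3% of the odontoblast-like cells had a barcode that is also in the P1 mandibular library.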

Consistent with our RNAscope data, at E15.5, *Wnt10a* was expressed by epithelial-mesenchymal cells and SR/SI. 

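Wnt10a (ENSMUSG00000026167) lies on the plus strand of chromosome 1 of mm10 from 74791516 to 74804179. In the E15.5 maxillary molar its level was 41.8 CPM in epithelium-like cells (469 UMIs) and 4.51 CPM in mesenchyme-like cells (246 UMIs), a log2 ratio of 3.21 [2.98, 3.44]. Naming each cell by its own markers in place of its cluster moved this ratio most, to 3.93. Within the mesenchyme, the papilla-like cells had 46.7 CPM [38.3, 56.5], and they held 107 of the 246 UMIs. Within the epithelium, the outer or oral epithelium-like cells had 58.9 CPM. The 68 SR/SI-like cells had 12.5 CPM [7.77, 19.2] from 21 UMIs, against 0.128 CPM in the pooled immune-like and erythroid-like cells. At least 1 Wnt10a UMI was seen in 30.8% of epithelium-like, 2.86% of mesenchyme-like and 14.7% of SR/SI-like cells, whose median was 24212 UMIs. The background was 1 of 488 erythroid-like cells (0.205%) and 0 of 320 immune-like cells (exact upper bound 1.15%), with medians of 9302.5 and 9280 UMIs. After thinning, the share was 7.04% of 682 epithelium-like cells [5.24, 9.22], with 46 left out, and 0.691% of 4920 mesenchyme-like cells, with 74 left out. None of 316 immune-like cells had a UMI then, with an exact upper bound of 1.16%. It was 0 of 67 SR/SI-like cells (exact upper bound 5.36%), so expression in these cells was not detectable at that depth. In the E15.5 mandibular molar the levels were 46.3 CPM in 136 epithelium-like and 2.23 CPM in 2716 mesenchyme-like cells, a log2 ratio of 4.38 [3.96, 4.79], and none of the clusters of all cells was SR/SI-like. When the epithelium-like cells were clustered alone, 71 maxillary cells were SR/SI-like, with 9.33 CPM (9 UMIs), and 39 mandibular cells, with 42.8 CPM (33 UMIs). None of these 71 cells is among the 68 above. Of the 68, 67 fell into a subcluster led by Wfdc18, with 9.10 CPM. Mesenchyme was its best match, but marker positions are relative to the clusters compared. Among epithelium-like cells alone, such a match does not show that the cells are mesenchyme. The SR/SI-like name of the 68 is uncertain, as none kept it when the epithelium was clustered alone.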

By P1, *Wnt10a* expression was concentrated in odontoblast and ameloblasts. 

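In the P1 maxillary molar, Wnt10a reached 225 CPM [209, 242] in odontoblast-like cells (738 UMIs) and 144 CPM [136, 152] in ameloblast-like cells (1202 UMIs). The other mesenchyme had 21.0 CPM and the other epithelium 22.2 CPM, which gives log2 ratios of 3.42 [3.29, 3.56] and 2.70 [2.47, 2.94]. Papilla-like cells had 29.9 CPM (1225 UMIs), lower than their level at E15.5. Together the odontoblast-like and ameloblast-like cells held 57.3% [55.6, 59.0] of the 3386 Wnt10a UMIs of all epithelium-like and mesenchyme-like cells. They made up 7.76% of these cells and held 14.5% of the UMIs of these cells. The total is not limited to the tooth, as it takes in outer or oral epithelium-like cells. Papilla-like cells held another 36.2% of the Wnt10a UMIs. Leaving out barcodes shared by the P1 libraries, and with them 144 of the 148 odontoblast-like cells, moved the combined share most, to 20.8%, and a wider definition of odontoblast-like clusters gave 77.2%, both chosen after the data were seen. A Wnt10a UMI was seen in 95.9% of odontoblast-like, 61.6% of ameloblast-like and 18.8% of papilla-like cells, whose medians were 21823, 13593 and 12651 UMIs. Of the immune-like cells, with a median of 2748.5 UMIs, 1 of 396 (0.253%) had a UMI, and 0 of 172 erythroid-like cells had one (exact upper bound 2.12%). After thinning the shares were 41.2% of 148 odontoblast-like cells, 20.6% of 586 ameloblast-like cells (15 left out), 4.13% of papilla-like cells and 0 of 306 immune-like cells (exact upper bound 1.20%). In the P1 mandibular molar, which shares cells with the maxillary library, odontoblast-like and ameloblast-like cells held 69.1% [67.8, 70.4] of 5005 Wnt10a UMIs.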

*Dkk1* was absent from epithelial cells at E15.5 and in the ameloblasts at P1 (Figure 5B). Furthermore, we profiled commonly studied Wnt ligands, intermediates, and receptors known to play a role in tooth development. 

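Dkk1 (ENSMUSG00000024868) lies on the minus strand of chromosome 19 of mm10 from 30545863 to 30549665. At E15.5 in the maxillary molar, 4 Dkk1 UMIs were counted in 4 of 728 epithelium-like cells (0.549%), a level of 0.356 CPM. The background was 3 of 488 erythroid-like cells (0.615%) and no immune-like cell, or 0.512 CPM for both classes together, so Dkk1 was not detectable above background in the epithelium. Mesenchyme-like cells had 9.87 CPM (538 UMIs), of which papilla-like cells gave 311 UMIs at 136 CPM, with a UMI in 33.6% of them. The log2 ratio of mesenchyme to epithelium was 4.79 [3.43, 6.67]. Of the alternatives that left a UMI in the epithelium, naming each cell by its own markers moved it most, to 3.11. After thinning, 0 of 682 epithelium-like cells had a Dkk1 UMI, with an exact upper bound of 0.539%, against 1.38% of mesenchyme-like cells, and the log2 ratio was at least 2.13. In the E15.5 mandibular molar 2 UMIs were counted in the epithelium and 125 in the mesenchyme, a log2 ratio of 1.92 [0.04, 4.98]. At P1 in the maxillary molar, 12 Dkk1 UMIs were counted in 8 of 601 ameloblast-like cells (1.33%), a level of 1.44 CPM [0.743, 2.51]. The background was 2 of 396 immune-like cells (0.505%, 0.984 CPM), which were shallower. After thinning, 2 of 586 ameloblast-like cells (0.341%) and 0.327% of immune-like cells had a UMI. Odontoblast-like cells had 605 CPM (1983 UMIs) with a UMI in 97.3% of them, or 54.7% after thinning, and the log2 ratio to ameloblast-like cells was 8.72 [7.91, 9.67]. The P1 mandibular molar gave 8.68 [8.03, 9.41]. From the patterns of Wnt10a and Dkk1 at both stages, the paper concludes that its scRNA-seq and RNAscope data match.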

*Wnt4* and *Wnt5b* expression was restricted to the epithelium, while *Wnt11* and mediators *Dkk1*, *Dkk2*, and *Dkk3* were found only in mesenchyme at both stages. In contrast, *Wnt5a* and *Sostdc1* were detected in both epithelial and mesenchymal cells at both stages. 

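Wnt4 (ENSMUSG00000036856, chromosome 4 of mm10, 137277489 to 137299726) had 278 CPM in epithelium-like and 9.60 CPM in mesenchyme-like cells of the E15.5 maxillary molar, a log2 ratio of 4.85 [4.72, 4.99]. At P1 the levels were 139 and 15.7 CPM, a log2 ratio of 3.14. Immune-like cells had 3.65 CPM of Wnt4 at E15.5, below both compartments. Wnt5b (ENSMUSG00000030170, chromosome 6, 119432531 to 119544347) had 20.5 CPM in epithelium and 26.7 CPM in mesenchyme at E15.5, a log2 ratio of -0.38 [-0.59, -0.18]. At P1 it had 14.9 and 27.4 CPM, a log2 ratio of -0.88 [-1.08, -0.68], which changed sign, to 1.35, with shared barcodes left out, a choice made after the data were seen. Its ratio was also negative in the mandibular molar, at -0.48 [-0.93, -0.06] for E15.5 and -0.60 [-0.77, -0.43] for P1. Wnt11 (ENSMUSG00000015957, chromosome 7, 98835112 to 98855195) had 12.3 CPM in epithelium and 17.0 CPM in mesenchyme at E15.5, and 7.31 and 9.42 CPM at P1, log2 ratios of -0.46 and -0.37. In the E15.5 mandibular molar the interval of its ratio, -0.66 [-1.43, 0.01], includes 0. Dkk2 (ENSMUSG00000028031, chromosome 3, 132085292 to 132180304) had 335 CPM in mesenchyme and 5.52 CPM in epithelium at E15.5, and 145 and 1.42 CPM at P1. Dkk3 (ENSMUSG00000030772, chromosome 7, 112116017 to 112159057) had 68.4 CPM in mesenchyme and 14.0 CPM in epithelium at E15.5, against a background of 1.79 CPM, and 53.1 and 17.8 CPM at P1, against 5.25 CPM. Counted over these genes, Dkk1 and the 4 libraries, 20 of 24 combinations were higher in the stated compartment, and the 4 that were not are those of Wnt5b. With thinned cells the number was 18, the lowest of the alternatives tried. None of the ratios of these genes changed sign with thinned cells, so the combinations lost by thinning had too few counts for a ratio.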

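Wnt5a (ENSMUSG00000021994, chromosome 14 of mm10, 28504750 to 28527448) had 15.7 CPM in epithelium-like and 147 CPM in mesenchyme-like cells of the E15.5 maxillary molar. At P1 the levels were 68.3 and 144 CPM. The pooled immune-like and erythroid-like cells had 4.73 CPM at E15.5 and 11.8 CPM at P1. The log2 ratios of epithelium to mesenchyme were -3.23 and -1.08. In the mandibular molar they were -0.40 at E15.5 and -0.58 at P1, and with thinned cells the ratio at E15.5 changed sign, to 0.39. Sostdc1 (ENSMUSG00000036169, chromosome 12, 36314139 to 36318452) had 272 CPM in epithelium and 346 CPM in mesenchyme at E15.5, against a background of 6.02 CPM. At P1 it had 369 and 124 CPM, against 16.1 CPM. Its log2 ratio was -0.35 at E15.5 and 1.57 at P1 in the maxillary molar, and 0.99 and 1.01 in the mandibular molar. Within the P1 mesenchyme, Sostdc1 had 94.1 CPM in papilla-like cells and 2.13 CPM (7 UMIs) in odontoblast-like cells.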

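Wnt6 (ENSMUSG00000033227) lies next to Wnt10a on chromosome 1 of mm10, from 74771892 to 74785322 on the plus strand. In the E15.5 maxillary molar, Wnt6 had 50.7 CPM in epithelium-like cells (569 UMIs) and 4.29 CPM in mesenchyme-like cells (234 UMIs), a log2 ratio of 3.56 [3.34, 3.79]. The pooled immune-like and erythroid-like cells had 0.896 CPM. Of the mesenchymal UMIs, 48 came from the papilla-like cells, whose level was 21.0 CPM [15.5, 27.8]. A Wnt6 UMI was seen in 34.9% of epithelium-like and 3.70% of mesenchyme-like cells, and in 1.25% of immune-like cells. After thinning the shares were 9.38%, 0.793% and 0.316%. At P1 in the maxillary molar, Wnt6 had 269 CPM in the epithelium (4345 UMIs) and 57.0 CPM in the mesenchyme (3652 UMIs), a log2 ratio of 2.24 [2.17, 2.30], against a background of 4.59 CPM. Naming cells by their own markers moved the P1 ratio most, to 3.25. In the mandibular molar the log2 ratio was 5.38 [4.95, 5.83] at E15.5 and 2.49 [2.44, 2.54] at P1. For Wnt10a, the mesenchyme of P1 had 31.4 CPM and the epithelium 85.1 CPM, a log2 ratio of 1.44 [1.34, 1.54] in the maxillary molar and 1.78 [1.70, 1.86] in the mandibular molar.

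**Figure D2:**
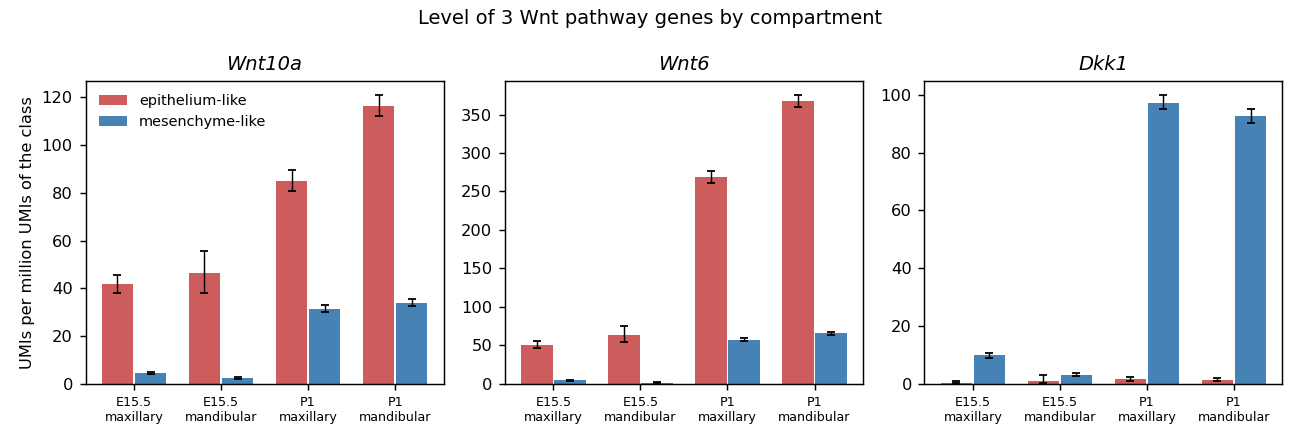
Levels of Wnt10a, Wnt6 and Dkk1 (UMIs per 1000000 UMIs of the class, y axis) in epithelium-like and mesenchyme-like cells of the 4 libraries (x axis), with bars for the level and error bars for 95% Poisson intervals. Wnt10a and Wnt6 are higher in the epithelium and Dkk1 in the mesenchyme in each library. The mesenchymal bars of Wnt10a and Wnt6 are taller at P1 than at E15.5, but the pooled cells differ in make-up. In the maxillary molar, papilla-like cells were a larger part of the mesenchyme at P1, and odontoblast-like cells were named at P1 only. Within the papilla-like cells of that molar, Wnt10a was lower at P1 than at E15.5, and Wnt6 was higher.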

Along with *Wnt10a*, *Wnt6* was associated only with epithelium at E15.5 and both epithelium and mesenchyme at P1 (Supplementary Figure S8, 9).

**FIGURE 5:**
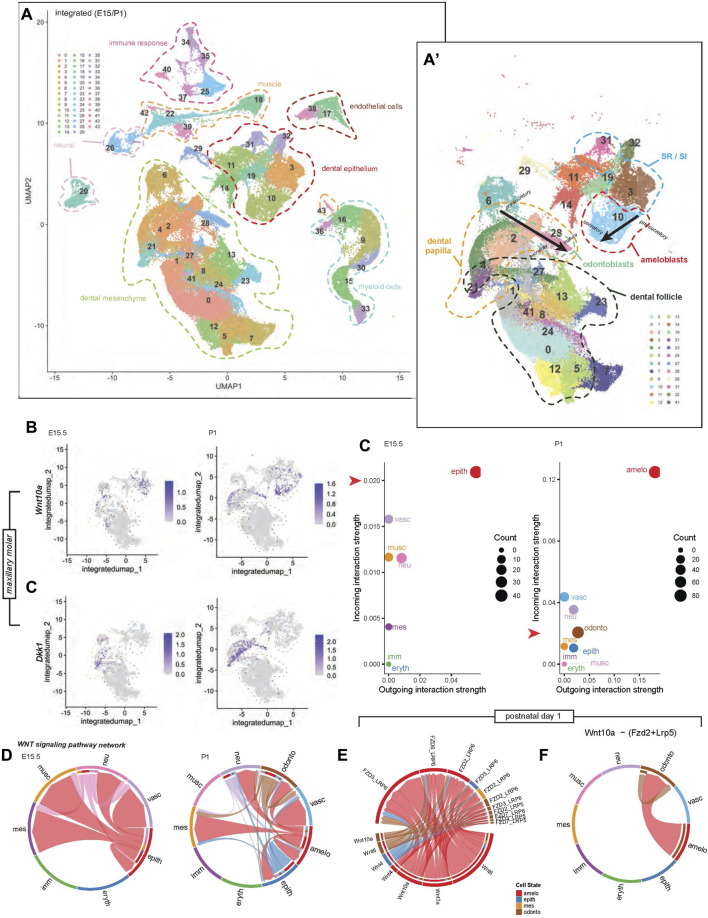
Integrated single-cell transcriptomic profile of murine maxillary first molars at developmental stages E15.5 and P1. **(A)** Uniform manifold approximation and projection (UMAP) highlights 44 unique cell cluster identities. (A′) Sub-clustering of only tooth-specific cell identities enables higher-resolution distinction between key cell types and lineage states; black arrows indicate maturation projection, from pre-secretory, secretory, to mature odontoblasts and ameloblasts. **(B)** Stage-specific feature plots of *Wnt10a* and *Dkk1* expression indicate dynamic spatiotemporal cell cluster enrichment in different cell populations. Low-dimensional depiction of cell clusters in an incoming-outgoing signaling strength at E15.5 and P1 using CellChat. The red arrow along the y-axis of each scatter plot aligns with 0.02 on each plot, highlighting the difference in scale of the incoming interaction strength between plots. **(C)** Similarly, the scale of outgoing interaction strength has a greater range in the P1 plot compared with E15.5. **(D)** Chord diagrams representing the Wnt signaling pathway network between clusters at E15.5 and P1 reconstructed with CellChat. **(E)** Chord diagrams plotting the strength of Wnt signaling between Wnt ligands and receptors at P1. **(F)** Chord diagrams show Wnt10a-(Fzd2+ Lrp6) signaling strength outgoing from ameloblasts and odontoblasts to other cell clusters at P1. Additional colored bars in the inner concentric circles of panels **(D–F)** indicate cell types targeted by outgoing signaling, as these plots are directional. Chord width indicates the strength of flow between the cell types represented in each chord plot. Colors of chord plot links and scatter plot points are coded according to labels along the outside border of the E15.5 and P1 plots in **(D)**, indicating the identity of the outgoing signal. Note: The color corresponding to each cell type is not identical between E15.5 and P1. An example interpretation of panel **(D)** is as follows: At P1, the red link connecting the ameloblast cluster to the odontoblast cluster represents ligands produced by ameloblasts that have known receptors in odontoblasts. The absence of outgoing links from the blue vascular cluster shows that it is not regulating anything but is regulated by other cells (mostly by ameloblasts). However, the ameloblast cluster regulates much more than just vasculature, with the majority of its regulation coming from itself. The abundance of red links in this chord plot overall indicates that the ameloblast cluster is doing the majority of the regulation, and dominates the incoming signal of all types, including to itself.

Finally, we used the CellChat tool to predict the contribution of the different cell types to cell–cell Wnt pathway signaling at a lower clustering resolution, differentiating between odontoblast, ameloblast, and other clusters at P1 only. 

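Signaling between classes was scored without CellChat, as the level of a Wnt ligand in the sending class multiplied by the geometric mean of a Frizzled and Lrp5 or Lrp6 in the receiving class. The products were summed over 16 canonical ligands, 10 Frizzleds and both Lrps, with each class weighing the same. Because the product factorises, the share that a class sends equals its share of the summed ligand levels. Intervals are the range of 95% of 1000 redraws of the counts. In the E15.5 maxillary molar, epithelium-like cells sent 65.1% [63.3, 66.9] of the summed product, neural-like cells 20.3% and mesenchyme-like cells 9.91%. Of the epithelial ligand level, Wnt4 gave 61.0%, Wnt6 11.1% and Wnt10a 9.18%. Epithelium-like cells received 21.9% [21.2, 22.9] and mesenchyme-like cells 21.6% [21.1, 22.4], shares whose intervals overlap. Neural-like cells received 18.4% and vasculature-like cells 18.3%. Tukey's trimean with a Hill function, in place of mean levels, moved the share sent by the epithelium most, to 86.2%, and raised the share it received to 28.1%, against 27.0% for neural-like cells. With ligand levels weighed by the number of cells, epithelium-like cells sent 46.6%. Mesenchyme-like cells, which made up 67.6% of the cells of these classes, then sent a larger share. In the E15.5 mandibular molar, epithelium-like cells sent 72.5% and received 23.9%, or 18.7% with trimeans and a Hill function, where neural-like cells received 38.3%.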

At E15.5, the epithelial cluster is the predominant signal sender and receiver, interacting with the mesenchymal cluster. At P1, the ameloblast-containing cluster had the strongest outgoing and incoming interactions with the odontoblast cluster (Figure 5C). 

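At P1 in the maxillary molar, ameloblast-like cells sent 37.7% [36.9, 38.6] of the summed product and odontoblast-like cells 31.3% [30.3, 32.2]. Other epithelium sent 19.0%, neural-like cells 5.55% and other mesenchyme 4.61%. The share received was 18.3% for other mesenchyme, 14.9% for other epithelium, 14.6% for neural-like cells and 14.4% [13.8, 15.1] for ameloblast-like cells. Odontoblast-like cells received 7.66%. With trimeans and a Hill function, ameloblast-like cells received 46.0% and odontoblast-like cells 22.6%, and they sent 43.0% and 43.4%, against 21.9%, 18.0%, 42.7% and 38.9% in the mandibular molar. Weighing each class by its number of cells moved the share sent by ameloblast-like cells most, to 27.2%. With that weighing the largest share was sent by other mesenchyme, which made up 71.9% of the cells of these classes. In the P1 mandibular molar, ameloblast-like cells sent 44.6% and received 14.3%, and odontoblast-like cells sent 26.3% and received 9.20%.

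**Figure D3:**
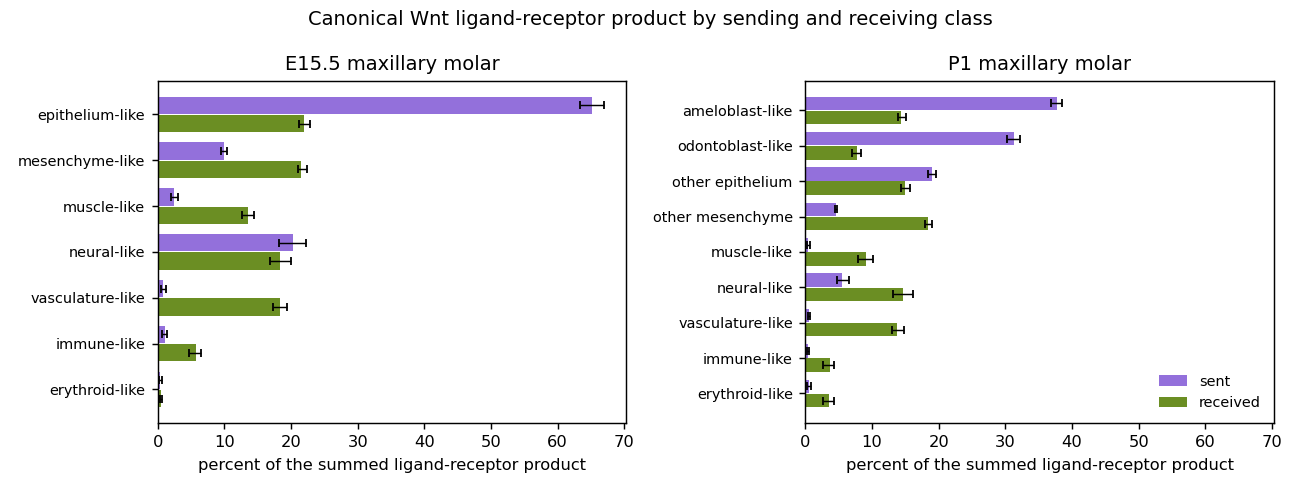
Share of the summed Wnt ligand-receptor product (percent, x axis) that each class (y axis) sends and receives in the maxillary molar at E15.5 and P1, with error bars for 95% of 1000 redraws of the counts. Epithelium-like cells at E15.5 and ameloblast-like and odontoblast-like cells at P1 have the longest bars for sending, and the shares received are spread over more classes.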

Dental cell-cell interactions at E15.5 were mainly between epithelium-epithelium and epithelium-mesenchyme. 

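Of the summed product at E15.5 in the maxillary molar, 14.3% ran from epithelium-like to epithelium-like cells and 14.0% from epithelium-like to mesenchyme-like cells. The next pairs were epithelium-like to neural-like cells with 12.0% and epithelium-like to vasculature-like cells with 11.9%. The pair from mesenchyme-like to epithelium-like cells had 2.17%, and the pair within mesenchyme-like cells 2.14%. In the mandibular molar the pairs within the epithelium and from epithelium to mesenchyme had 17.4% and 15.9%. Because the product factorises, the share of a pair equals the share sent by its sender times the share received by its receiver. The pair values therefore hold nothing specific to a pair and cannot test whether particular classes interact more with each other.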

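Of the summed product at P1 in the maxillary molar, the pair from ameloblast-like cells to other mesenchyme had 6.91%, to other epithelium 5.63%, to ameloblast-like cells 5.42% and to odontoblast-like cells 2.89%. The pairs from ameloblast-like to neural-like and vasculature-like cells had 5.51% and 5.21%. From odontoblast-like cells, 5.73% ran to other mesenchyme, 4.67% to other epithelium, 4.50% to ameloblast-like cells and 2.40% to odontoblast-like cells. The order of the receivers is the same for each sender by construction, so these values are not specific to a pair either.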

At P1, diversification of predicted inter-cluster interactions was reflected by Wnt pathway connections within the ameloblast cluster, between ameloblast-odontoblast, ameloblast-epithelium, and ameloblast-mesenchyme clusters (Figure 5D). At P1, notable Wnt signaling genes associated with ameloblasts and odontoblasts were *Wnt6*, *Wnt10a*, *Wnt3a*, *Wnt4*, and the corresponding receptors, shown in Figure 5E. 

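In ameloblast-like cells of the P1 maxillary molar, Wnt6 had 449 CPM, Wnt3a 125 CPM, Wnt4 63.8 CPM and Wnt7a 19.9 CPM. Wnt6 made up 54.9% of their summed ligand level, Wnt10a 17.6%, Wnt3a 15.3% and Wnt4 7.82%. In odontoblast-like cells Wnt6 had 443 CPM, or 65.5% of the ligand level, and Wnt10a made up 33.2%. Only 13 Wnt4 UMIs (3.96 CPM) and 1 Wnt3a UMI (0.305 CPM) were counted in the 148 odontoblast-like cells. In immune-like cells Wnt4 had 1.97 CPM [0.536, 5.04], an interval that holds the level of the odontoblast-like cells. Among the receptors, Fzd3 had 292 CPM in ameloblast-like and 32.9 CPM in odontoblast-like cells, and Lrp6 had 96.1 and 49.4 CPM. Wnt3a lies on chromosome 11 of mm10 from 59248033 to 59290752, and Lrp6 on chromosome 6 from 134446476 to 134566965.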

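The 16 canonical ligands, 10 Frizzleds and both Lrps form 320 combinations. They give 5120 products over the 16 sender and receiver pairs of the 4 epithelium-like and mesenchyme-like classes of P1. The combination of Wnt10a, Fzd2 (ENSMUSG00000050288, chromosome 11 of mm10, 102604396 to 102608058) and Lrp5 (ENSMUSG00000024913, chromosome 19, 3584828 to 3686564) ranked 56 [47, 67] at its best pair, from odontoblast-like cells to other mesenchyme. Within odontoblast-like cells it ranked 13 [8, 14] of 320, and from ameloblast-like to odontoblast-like cells 16 [14, 20]. Summed over the pairs it ranked 19 [19, 21]. The largest product was that of Wnt6, Fzd3 and Lrp6 within ameloblast-like cells. Within odontoblast-like cells and from ameloblast-like to odontoblast-like cells it was that of Wnt6, Fzd2 and Lrp6, and Wnt10a with Fzd2 and Lrp6 ranked 5 within odontoblast-like cells. Fzd2 had 77.5 CPM and Lrp5 13.4 CPM (44 UMIs) in odontoblast-like cells. Over the alternatives tried, the best rank of Wnt10a, Fzd2 and Lrp5 lay between 9 and 88, with shared barcodes left out of the P1 libraries and with a lower odontoblast marker position, both chosen after the data were seen. In the P1 mandibular molar the best rank was 114 [107, 122].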

The strongest predicted Wnt pathway interaction in our dataset was that of *Wnt10a*-Frz2-Lrp5, which was found within odontoblast and between ameloblast-odontoblast clusters (Figure 5F).

## Discussion

The present study provides unique insight into the spatiotemporal relationship of Wnt signaling pathway molecules, which, until now, have not been evaluated across the entire timeline of dental development. This sheds light on the potential interplay between these molecules in facilitating proper tooth morphogenesis. Previous studies have shown that WNT10A phenotypic changes involve microdontia of dentition, defective cusp, and root morphology (Bohring et al., 2009; Mues et al., 2014; Xu et al., 2017). *Dkk1* knockout mice exhibited two significant phenotypes: the absence of anterior head structures and malformed forelimbs (Mukhopadhyay et al., 2001). Elevated expression of *Dkk1* in odontoblasts and dental pulp cells hindered the formation of dentin in mandibular molars and led to pronounced dentin resorption (Han et al., 2011). *Sost*-deficient mice demonstrated an increased width of the cementum and a reduction in the periodontal space width (Kuchler et al., 2014). A better understanding of the dynamic gene expression patterns of Wnt ligands and modulators in dentinogenesis could provide critical information for the development of improved treatments for vital pulp therapy and dentin regeneration.

Our observations differ from prior *in-vivo* studies that reported isolated spatiotemporal expression patterns of *Sost* and *Dkk1* (Fjeld et al., 2005; Naka and Yokose, 2011). It was demonstrated that SOST protein presence was limited to odontoblasts engaged in pre-dentin secretion as well as osteoblasts (Naka and Yokose, 2011). Additionally, at the E13 stage, *Dkk1* transcripts were noted in the epithelial bud of molar tooth germs (Fjeld et al., 2005). Surprisingly, our findings indicate that *Dkk1* and *Sost* transcripts were detected in the adjacent mesenchymal tissue, dental papilla cells, and odontoblasts throughout the developmental stages of both molars and incisors, ranging from E12.5 to P7. Previous studies have shown that the *Sost* gene, acts as an inhibitor of canonical Wnt signaling and is known to play a role in regulating bone mass (Li et al., 2005; Poole et al., 2005; Power et al., 2010). In this study, we have confirmed the presence of *Sost* in dental papilla cells, as well as in secretory odontoblasts located adjacent to the ameloblasts in odontogenesis. Both osteocytes and odontoblasts are responsible for producing the mineralizing matrix and have mechanosensing functions (Lanyon, 1993; Allard et al., 2000). Our research clearly demonstrates that *Sost* also serves as a marker for dental papilla and odontoblast cells during tooth morphogenesis and dentin matrix deposition. Further investigations are necessary to elucidate the mechanisms governing the expression of *Sost* in odontoblasts.

Our data are consistent with earlier studies that implicate *Wnt10a* as potentially involved not only in tooth bud initiation but also in patterning, odontoblast differentiation, and root furcation development (Yamashiro et al., 2007; Zhang et al., 2014; Yang et al., 2015; Xu et al., 2017; Yu et al., 2020; Yoshinaga et al., 2023). Furthermore, our results build upon prior observations by demonstrating that *Wnt10a* mRNA was prominently present not only in terminally differentiated odontoblasts but also in the ameloblasts along the developing cusp tip of both molars and incisors. Robust expression of *Wnt10a* is noted in our study along the gradient cytodifferentiation of ameloblasts at the developing cusp tip of both molars and incisors, suggesting its involvement in the process of crown morphogenesis and amelogenesis. The co-localization pattern of *Wnt10a*, *Dkk1*, and *Sost* in both terminally differentiating and secreting odontoblasts of molars and incisors potentially signifies the crucial interaction between Wnt ligands and mediators originating from each cusp tip and extending towards the apical region. Moreover, there was a decrease in the expression of *Wnt10a* in the ameloblasts, along with reduced expression of *Wnt10a*, *Sost*, and *Dkk1* in the odontoblasts, particularly at the occlusal groove of mandibular molars. This provides further evidence of their crucial involvement in the process of tooth morphogenesis. Following the mineralization of enamel and dentin at P14, there was a noticeable decline in *Wnt10a* signals, with neither *Sost* nor *Dkk1* being detected in molars. It indicates that *Wnt10a* and modulators play a vital role in the deposition of mineralized tissue in tooth development. In addition, prior studies have suggested that *Wnt10a* (Li et al., 2023; Hara et al., 2021) and *Sost* (Collignon et al., 2017) play roles in activating odontoblasts and promoting the differentiation of reparative odontoblasts in response to tooth injury and direct pulp capping. This clearly indicates their role in facilitating mineralized tissue deposition not only in normal dentinogenesis but also in reparative dentinogenesis. We speculate that *Sost* and *Dkk1* become inactive once the mineralized tissue is deposited. However, it is important to note that Wnt ligands and modulators have the potential to be reactivated during the process of reparative dentinogenesis (Li et al., 2023; Hara et al., 2021; Collignon et al., 2017). At P14, high expression of *Wnt10a* transcripts was seen in ameloblasts and odontoblasts along with *Sost* and *Dkk1* in odontoblasts at the proximal end of the growing incisor. These data substantiate the requirement of *Wnt10a*, *Sost*, and *Dkk1* by odontoblasts during the active phases of matrix synthesis, particularly evident at the apical end of continuously erupting incisors.

Our scRNA-seq analysis revealed overlapping or individual expression signatures of Wnt ligands, receptors, mediators, and inhibitors in the dental epithelium and/or mesenchyme, inferring their respective involvement in the differentiation of various cells during odontogenesis. scRNA-seq analysis revealed distinct patterns of expression of *Wnt10a* and *Dkk1* at E15.5 and P1, corroborating and validating our *in-situ* data. This novel dataset now provides a valuable resource for understanding shifts in gene expression profiles between epithelium and mesenchyme, one of the fundamental developmental interactions responsible for the patterning and morphogenesis of tooth organs. Of note, our dataset did not detect sufficient *Sost* expression in the samples collected, which we attribute to relatively low expression that was not detected at the sequencing coverage levels used here. Thus, we could not draw specific conclusions regarding *Sost* from our scRNA-seq. Similarly, the expression of *Wnt10a* and *Dkk1* in scRNA-seq was lower than that observed *in situ*. This may be due to the common drop-out effect where expressed transcripts are not detected because of technical sequencing coverage limitations, or not capturing intact, fully dissociated cells of interest in droplets (Qiu, 2022). Furthermore, the limits of resolution in preparing samples at developmental time points may mean that the E15.5 used for scRNA-seq and E15.5 used for hybridization could still differ from each other by a matter of hours, which may be sufficiently different from each other given the dynamic nature of development.

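Sost (ENSMUSG00000001494) lies on the minus strand of chromosome 11 of mm10 from 101962458 to 101967015. In the 40985 kept cells, which hold 355229444 UMIs, 65 Sost UMIs were counted in 40 cells (0.0976%), a level of 0.183 CPM [0.141, 0.233]. The P1 mandibular molar gave 37 of them, with up to 7 in 1 cell, the E15.5 maxillary molar 16, the P1 maxillary molar 10 and the E15.5 mandibular molar 2. Of the 37 UMIs, 31 were counted in 9 of 305 odontoblast-like cells, a level of 7.27 CPM [4.94, 10.3], and 2 in the other mesenchyme, a log2 ratio of 7.81 [5.83, 10.91]. No UMI was counted in immune-like cells of that library, with an exact upper bound of 1.32 CPM, nor in the 148 odontoblast-like cells of the P1 maxillary molar, with one of 1.13 CPM. Over all 56940 deposited barcodes, 116 Sost UMIs were counted in 57 barcodes, a level of 0.249 CPM, with up to 20 in 1 barcode. Of the alternatives tried, Scrublet's automatic threshold moved the level most, to 0.268 CPM. From the low detection, the paper reasons that no specific conclusion on Sost can be drawn from its scRNA-seq data.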

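Over all mesenchyme-like cells of the P1 maxillary molar, Dkk1 had 97.3 CPM (6230 UMIs), and the epithelium-like cells had 1.67 CPM (27 UMIs). Papilla-like cells had 102 CPM. Expression measured in situ has no counterpart in the deposited counts, so the difference between the methods was not measured.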

Several studies have used Wnt agonist therapies to stimulate Wnt signaling for dentin-pulp regeneration (Neves et al., 2017; Ali et al., 2019; Birjandi et al., 2020). Here, the spatiotemporal interrogation of dynamic expression patterns of multiplexed *Wnt10a*, *Sost,* and *Dkk1* during tooth morphogenesis reveals novel insight into the critical modulation of Wnt signaling requisite for proper homeostatic signaling, differentiation, and patterning. Further studies of the molecular mechanisms involving *Wnt10a*, *Sos*t, and *Dkk1* in dentinogenesis and reactionary/reparative dentin formation may pave the way toward the development of multi-target strategies for dentin regeneration.

## Data Availability

The data presented in the study are deposited in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/), accession number GSE247224.

# Supplementary material for: Profiles of Wnt pathway gene expression during tooth morphogenesis
**Source:** Front Physiol. 2024 Jan 10;14:1316635. doi: 10.3389/fphys.2023.1316635
**Supplement:** Supplementary file 1

Supplementary Material

**
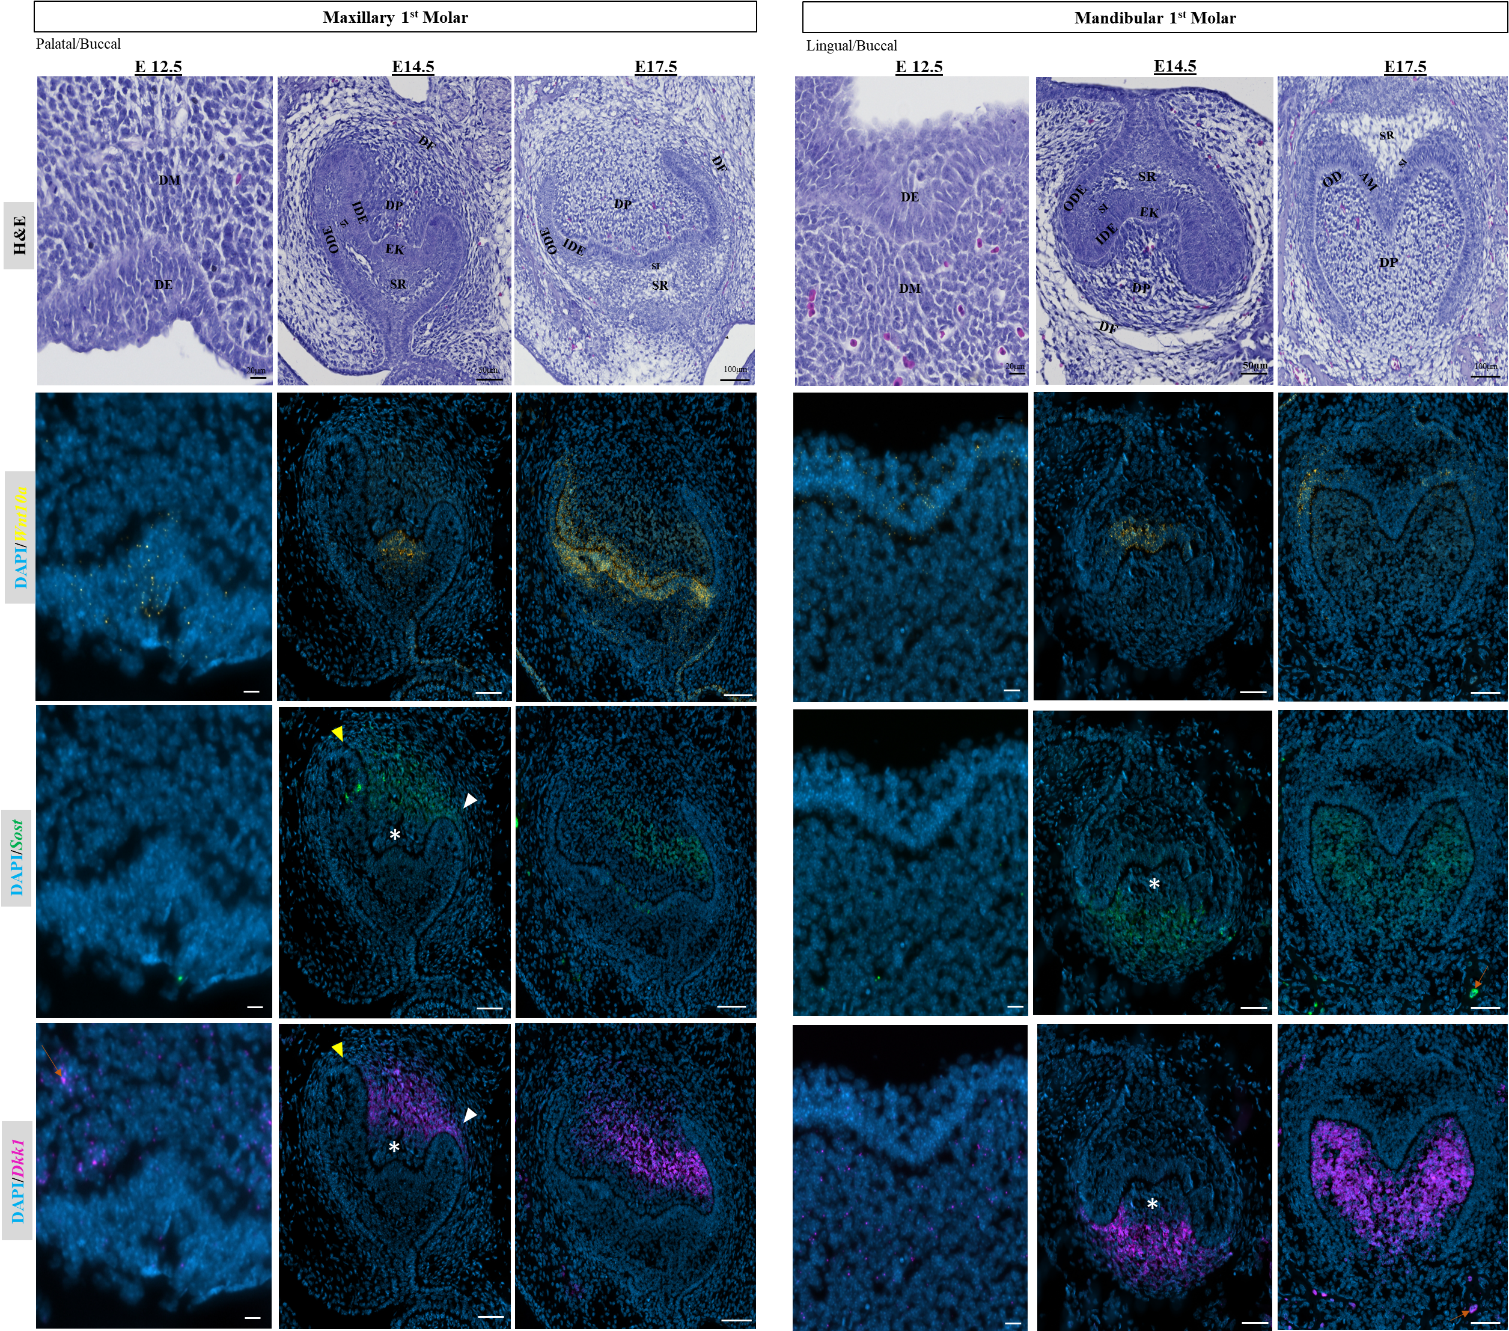
**

**Supplementary Figure 1** Hematoxylin and eosin (HE) staining and RNAscope *in situ* hybridization of *Wnt10a*, *Sost* and *Dkk1*, on coronal sections of the maxillary and mandibular 1^st^ molar tooth organ from wild-type mice at E12.5, E14.5 & E17.5. Yellow arrowhead shows weaker signals of *Sost* and *Dkk1* towards longer palatal cervical loop. White arrowhead shows strong signals of *Sost* and *Dkk1* towards shorter buccal cervical loop. Absence of *Sost* and *Dkk1* from the coronal papilla area adjacent to the EK is indicated by white asterisk. Scale bar, 20µm (all images at E12.5), 50µm (all images at E14.5) and 100µm (all images at E17.5). DE-Dental epithelium, DM-Dental mesenchyme, EK-Enamel knot, OD-Odontoblast, AM-Ameloblast, SR-Stellate reticulum, SI-Stellate Intermedium, IDE-Inner dental epithelium, ODE- Outer dental epithelium, DP-Dental papilla, DF-Dental follicle.

**
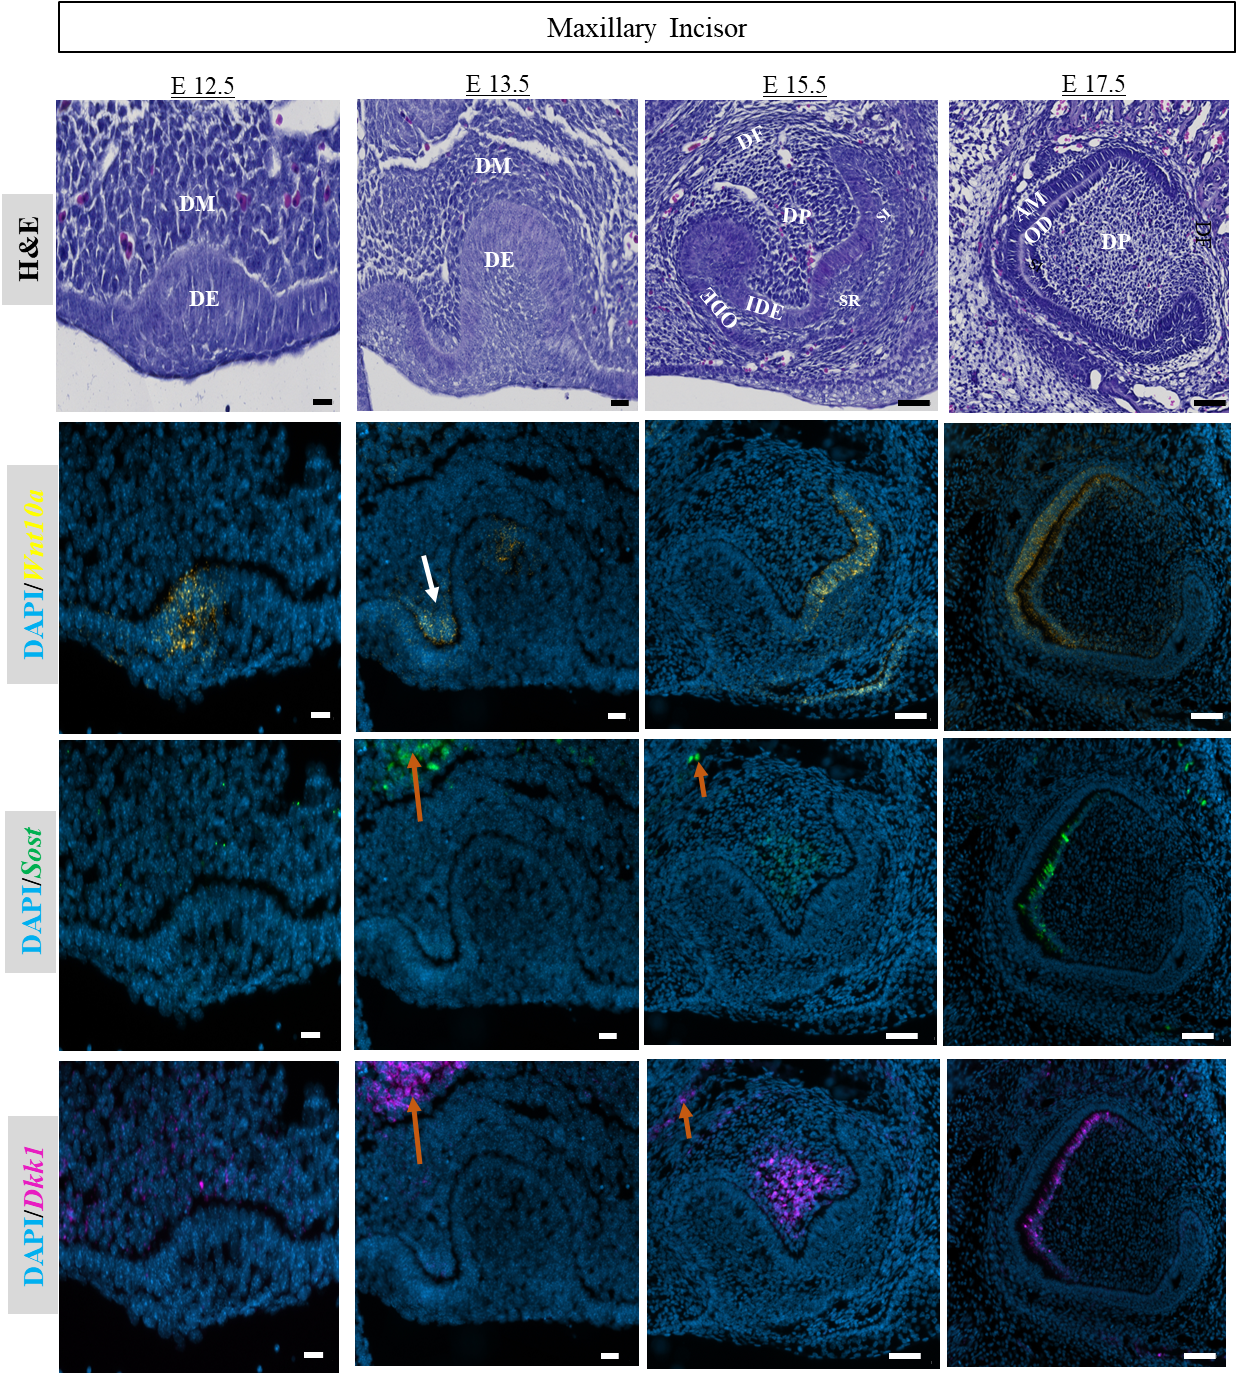
**

**
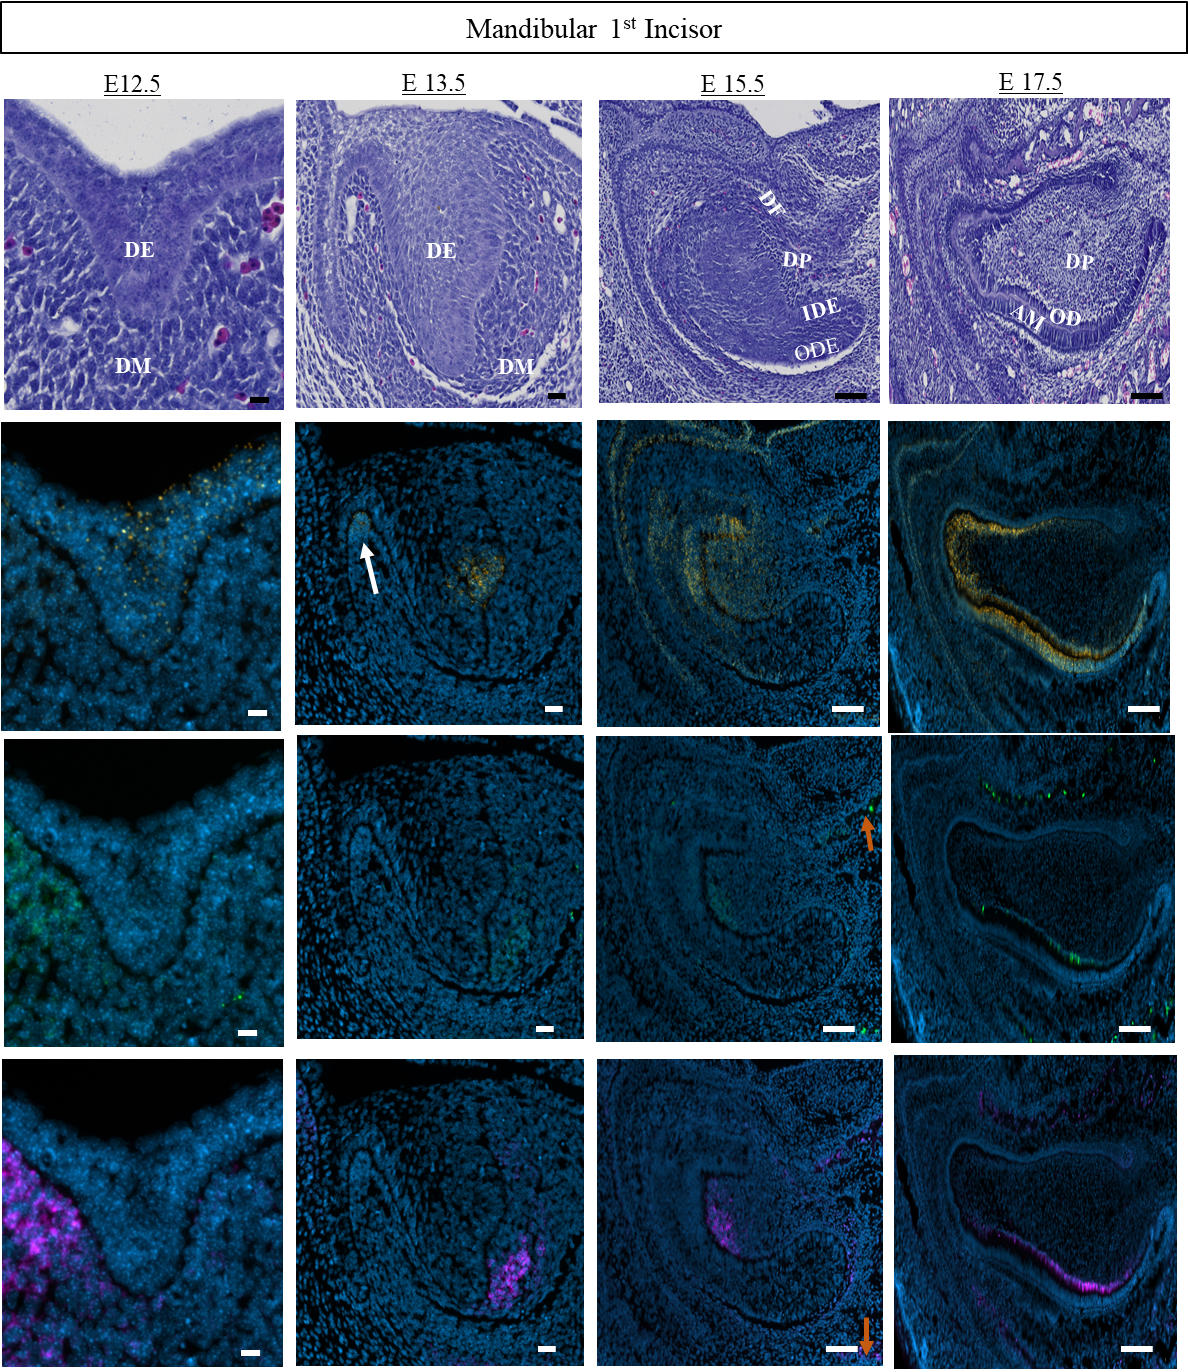
**

**Supplementary Figure 2** Hematoxylin and eosin (HE) staining and RNAscope *in situ* hybridization of *Wnt10a*, *Sost* and *Dkk1* with positive staining in yellow dots, green dots and violet dots respectively, on sagittal sections of the maxillary and mandibular incisor tooth organ at E12.5-17.5. Intense expression of *Wnt10a* along the labial border of the epithelial invagination in incisors is shown by white arrow. Enriched expression of *Sost* and *Dkk1* along the future alveolar bone regions around the tooth organ is marked by orange arrow. Scale bar, 20µm (all images at E12.5 and E13.5), 50µm (all images at E15.5 and E17.5). DE-Dental epithelium, DM-Dental mesenchyme, OD-Odontoblast, AM-Ameloblast, SR-Stellate reticulum, SI-Stellate Intermedium, IDE-Inner dental epithelium, ODE- Outer Dental epithelium, DP-Dental papilla.

**
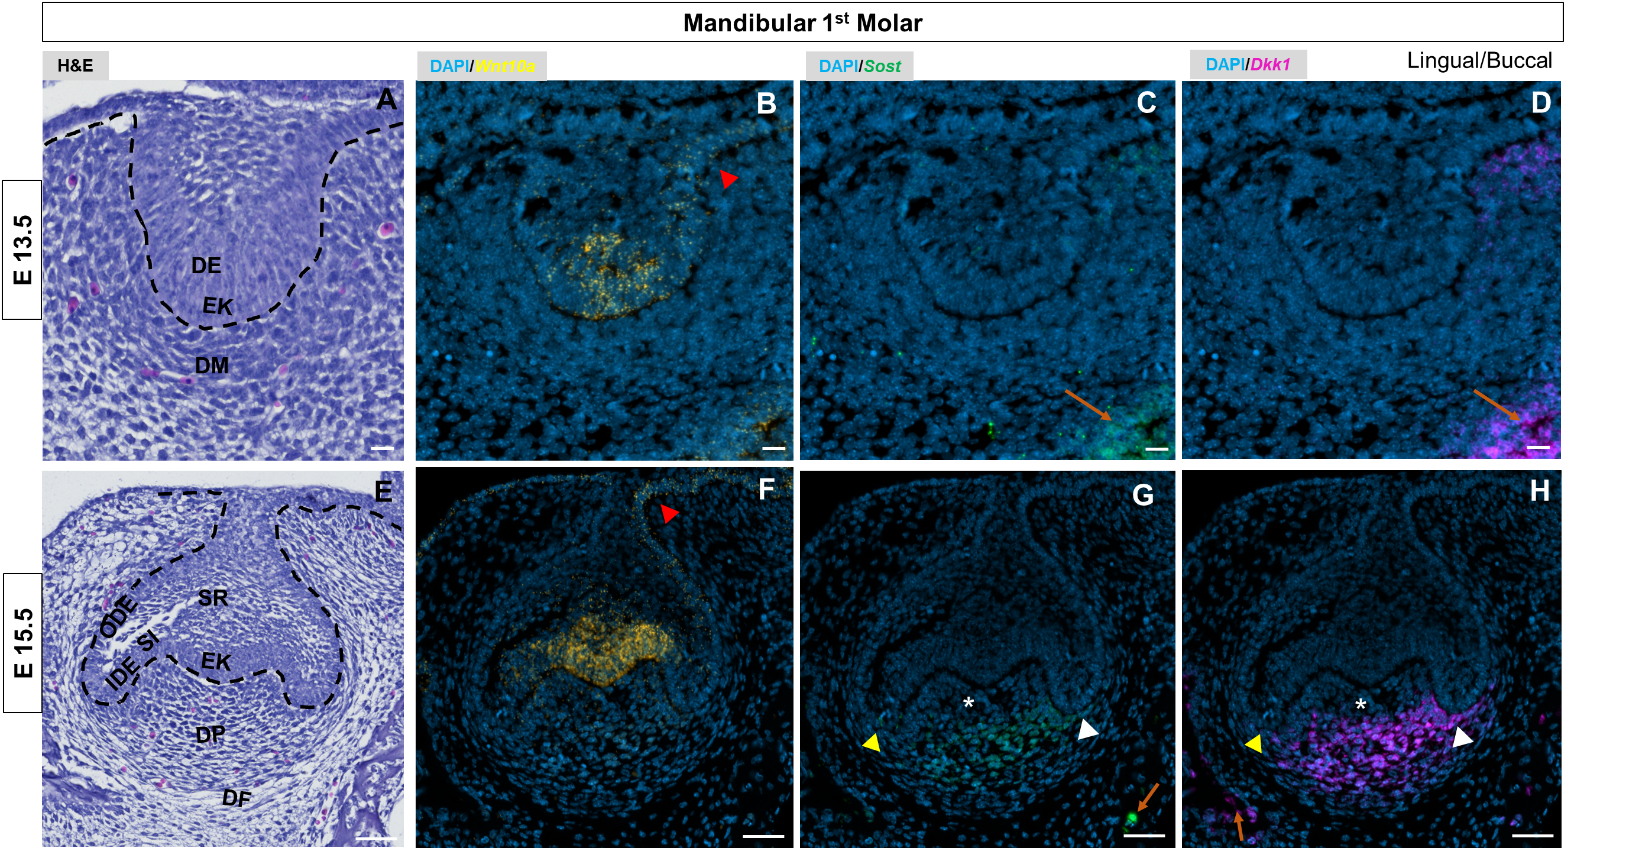
**

**Supplementary Figure 3** Hematoxylin and eosin (HE) staining (**A**, **E**). RNAscope *in situ* hybridization of *Wnt10a*, *Sost* and *Dkk1* with positive staining in yellow dots, green dots and violet dots respectively, on coronal sections of the mandibular molar tooth organ at E13.5 and E15.5. Red arrowhead indicates stronger expression was observed towards the buccal side of dental epithelium. Yellow arrowhead shows weaker signals of *Sost* and *Dkk1* towards longer palatal cervical loop. White arrowhead shows strong signals of *Sost* and *Dkk1* towards shorter buccal cervical loop. Absence of *Sost* and *Dkk1* from the coronal papilla area adjacent to the EK is indicated by white asterisk. Enriched expression of *Sost* and *Dkk1* along the future alveolar bone regions around the tooth organ is marked by an orange arrow. Scale bar, 20µm (A-D) 50µm (E-H). DE-Dental epithelium, DM-Dental mesenchyme, SR-Stellate reticulum, SI-Stellate Intermedium, IDE-Inner dental epithelium, ODE- Outer Dental epithelium, DP-Dental papilla, DF-Dental follicle.

**
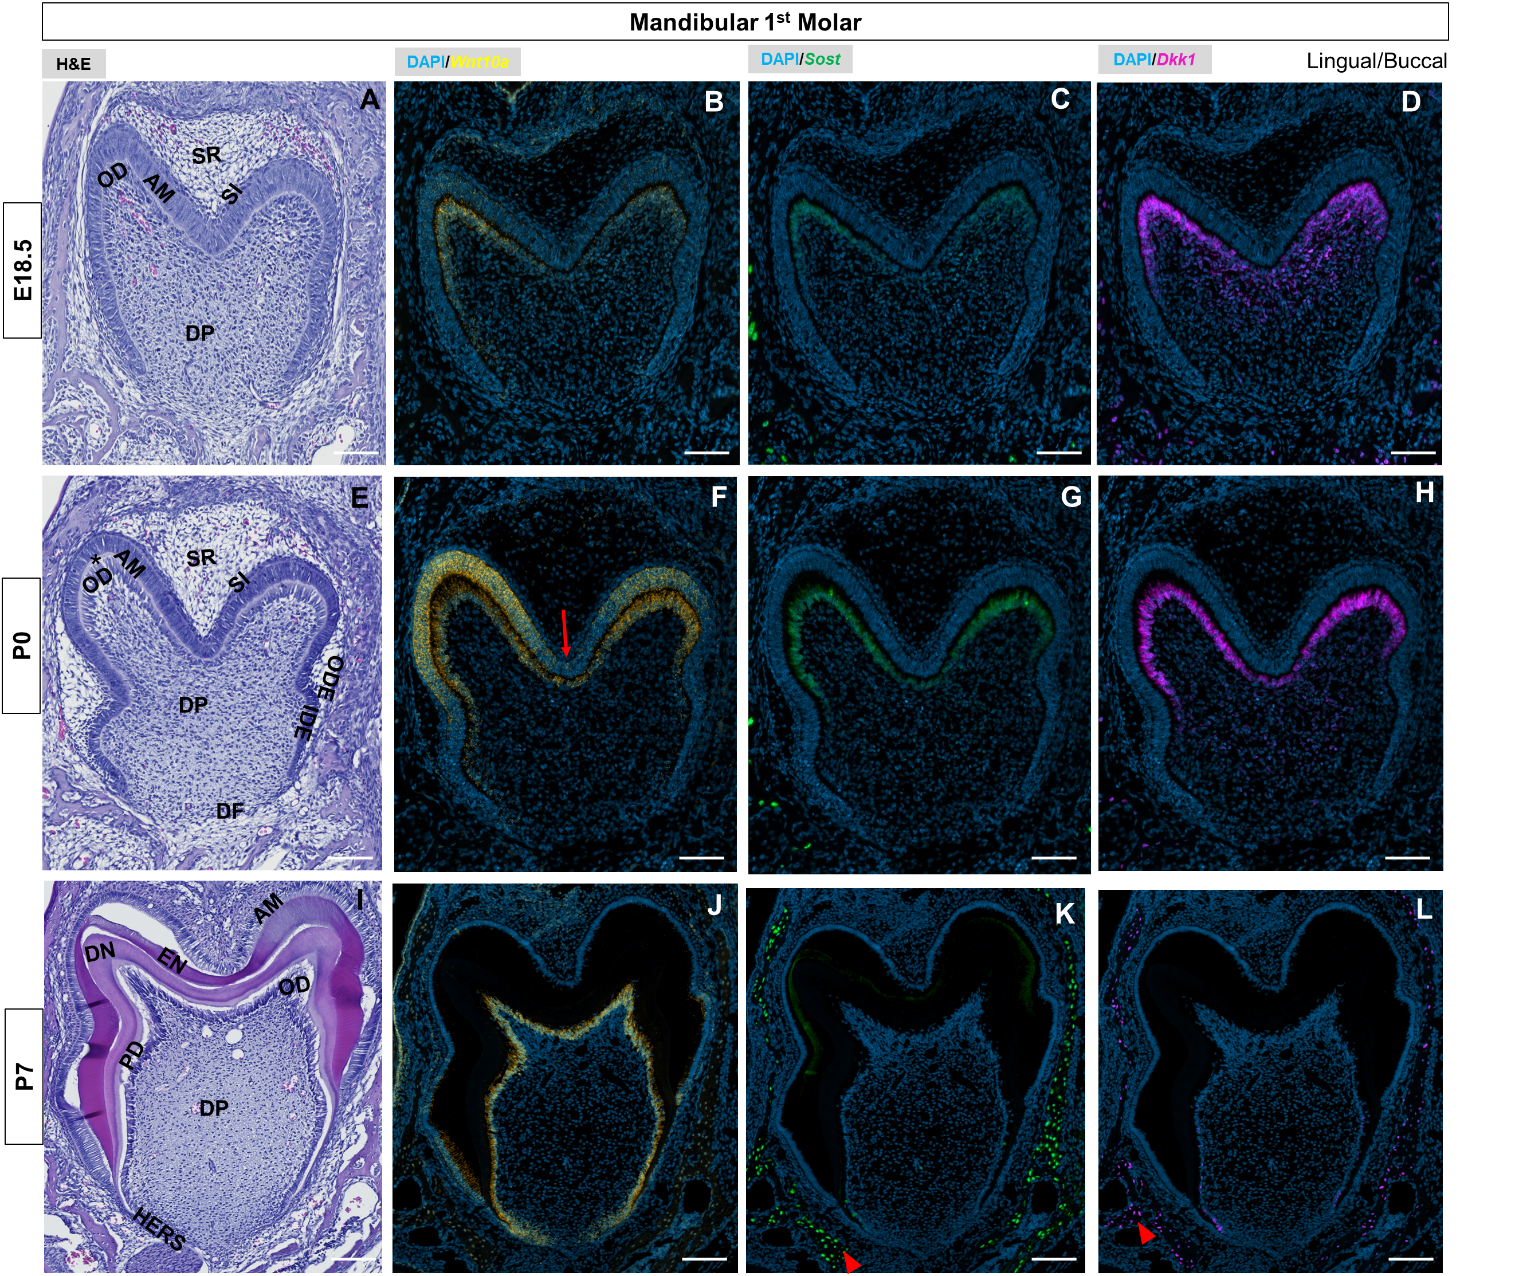
**

**Supplementary Figure 4** Hematoxylin and eosin (HE) staining (**A**, **E, I**). RNAscope *in situ* hybridization of *Wnt10a*, *Sost* and *Dkk1* with positive staining in yellow dots, green dots and violet dots respectively, on coronal sections of the mandibular molar tooth organ at E18.5, P0, P7. Red arrowhead in K and L shows strong signals of *Sost* and *Dkk1* within the osteocytes of developing bone. Weaker *Wnt10a* expression in the ameloblasts located at the occlusal groove of mandibular molars in shown by red arrow in F. Predentin deposition in mandibular molars is indicated by black asterisk in E. Scale bar, 100 µm.OD-Odontoblast, AM-Ameloblast, SR-Stellate reticulum, SI-Stellate intermedium, IDE-Inner dental epithelium, ODE- Outer dental epithelium, DP-Dental papilla, DF-Dental follicle, EN-Enamel, DN-Dentin, PD-Pre-dentin, HERS-Hertwig’s epithelial root sheath.

**A**

Maxillary 1^st^ Molar

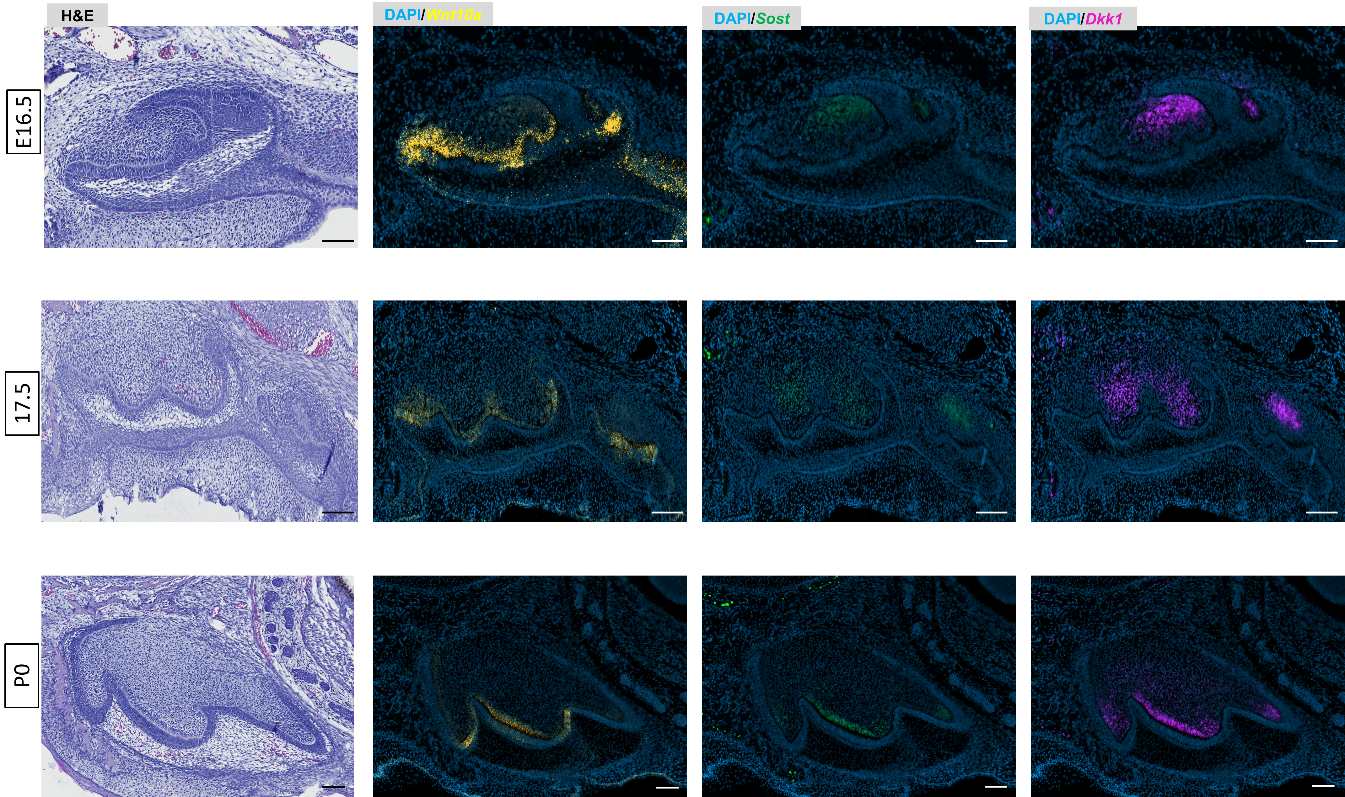

Mandibular 1^st^ Molar

**B**

**
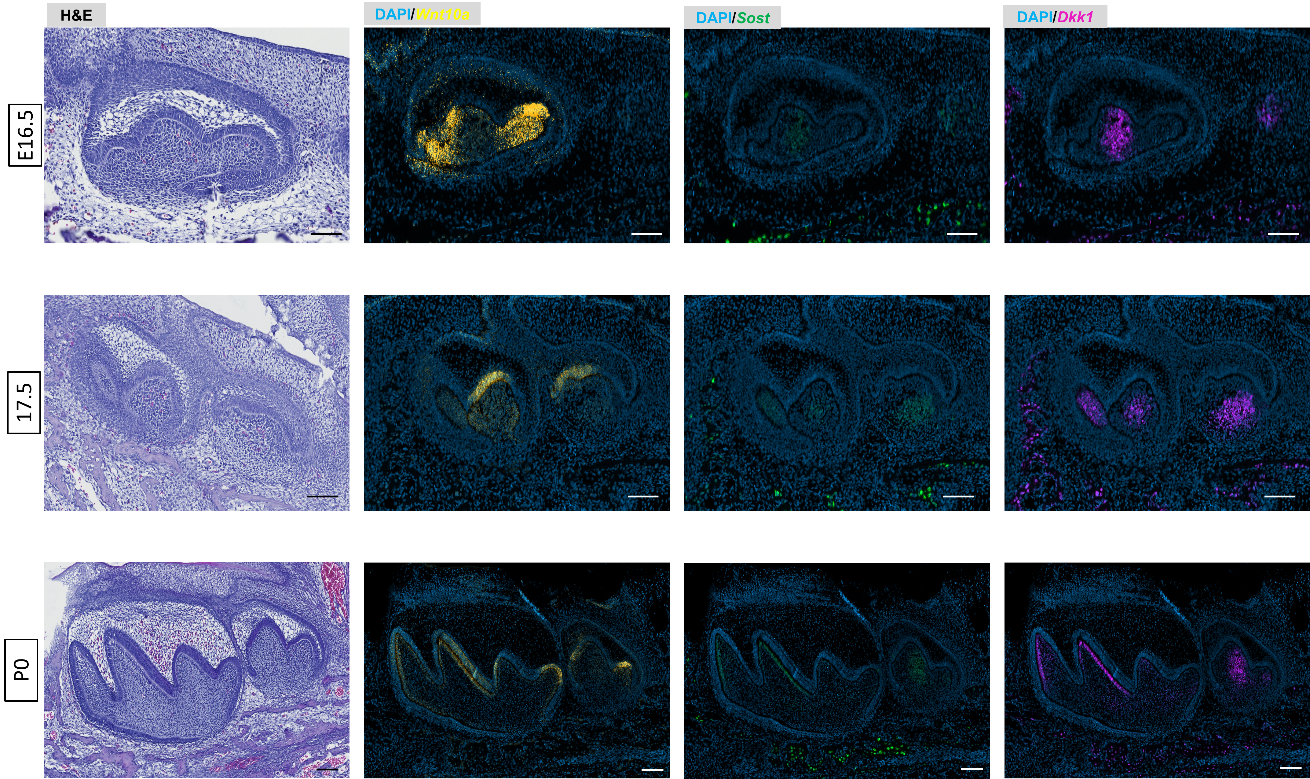
** **Supplementary Figure 5** H&E staining and multiplex in situ hybridization (RNAscope) of maxillary and mandibular molars tooth organ in sagittal reference. Scale bar, 100µm.

**
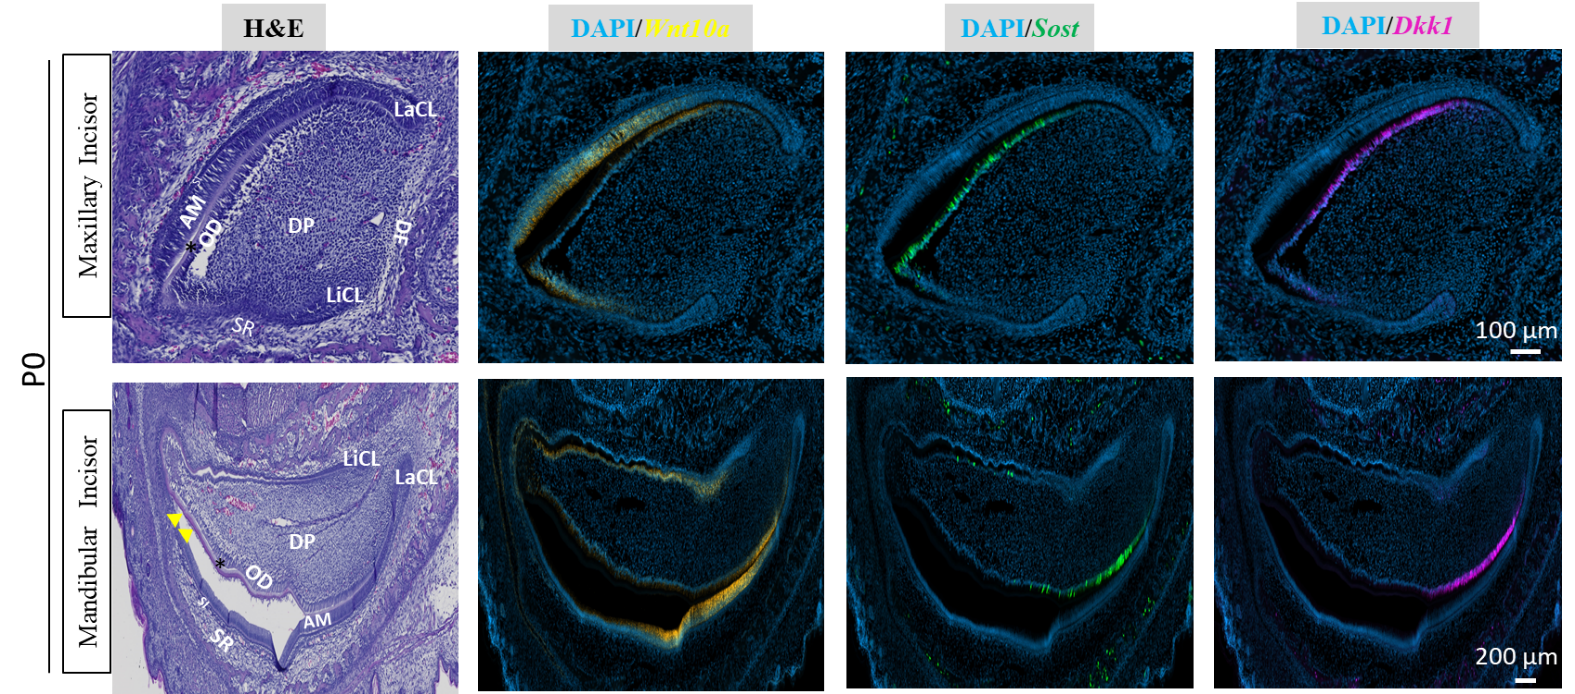
**

**Supplementary Figure 6** Maxillary and mandibular incisor tooth organs of wild type mice at P0 were analyzed using hematoxylin and eosin (HE) staining and RNAscope *in situ* hybridization of *Wnt10a*, *Sost* and *Dkk1* with positive staining in yellow dots, green dots and violet dots respectively, on sagittal sections. Yellow arrowhead shows enamel formation on the labial surface. Predentin deposition is indicated by black asterisk. EPI-Epithelium, MES-Mesenchyme, OD-Odontoblast, AM-Ameloblast, SR-Stellate reticulum, SI-Stellate Intermedium, IEE-Inner enamel epithelium, OEE- Outer enamel epithelium, DP-Dental papilla.

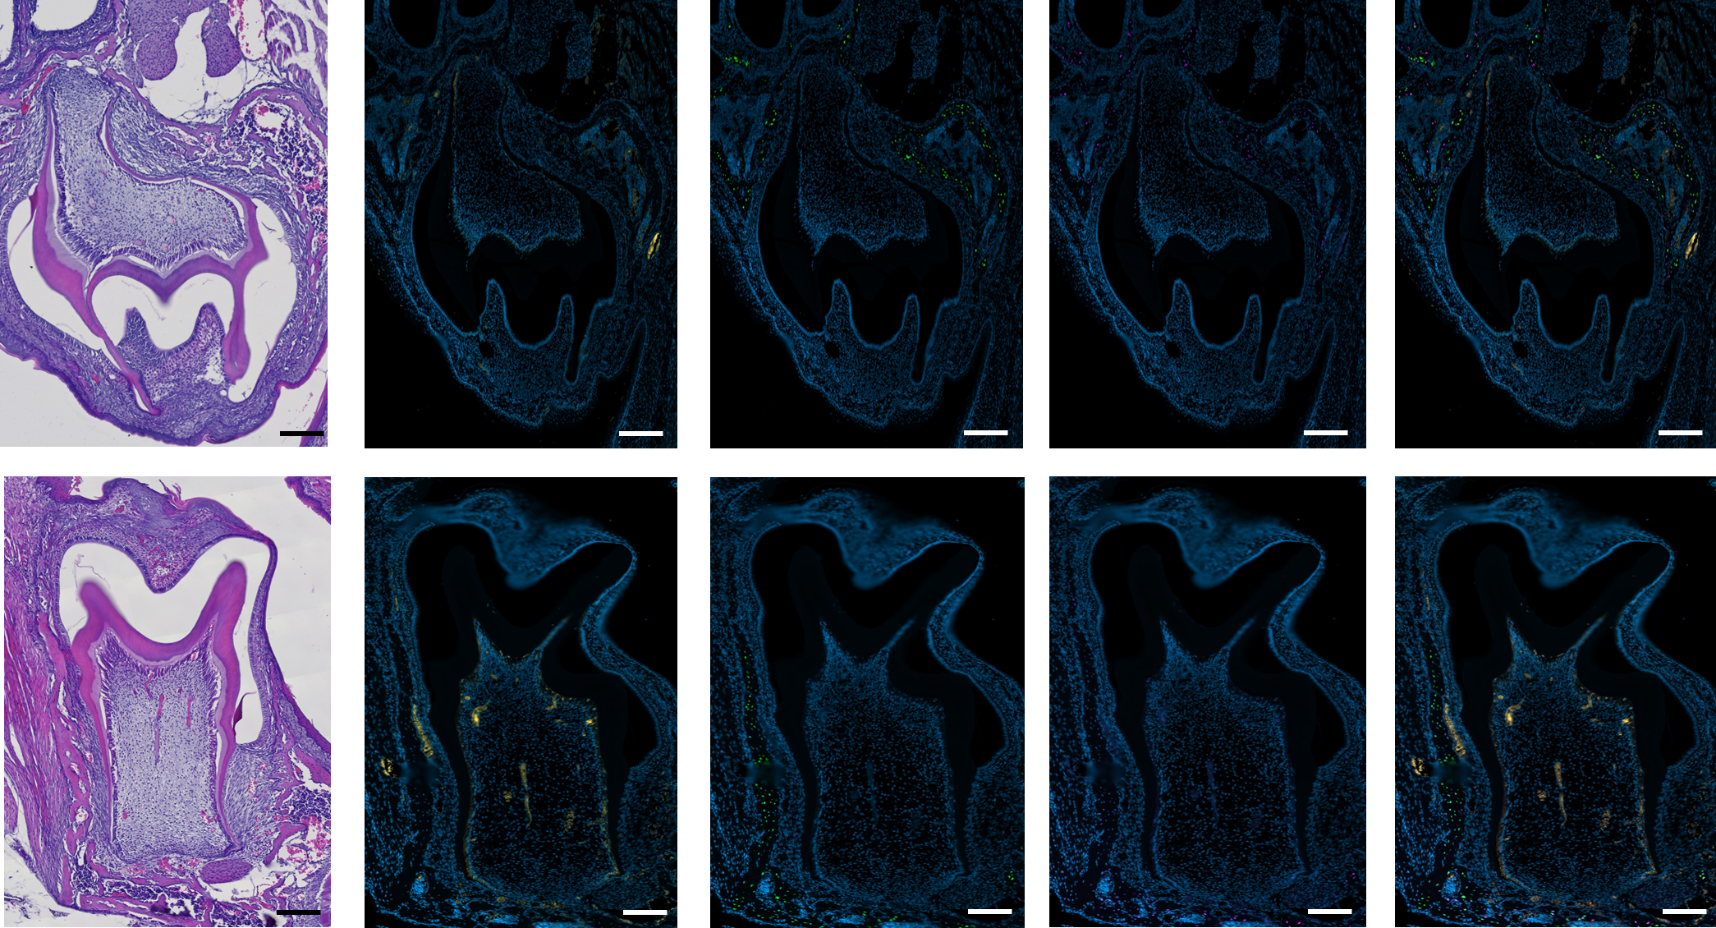

**DAPI/*Dkk1***

**DAPI/*Sost***

**DAPI/*Wnt10a***

**H&E**

P14

Maxillary 1^st^ Molar

Mandibular 1^st^ Molar

**DAPI/*Dkk1***

**Supplementary Figure 7** H&E staining and multiplex in situ hybridization (RNAscope) of

P14 maxillary and mandibular 1^st^ molars tooth organ in coronal reference. Scale bar, 100µm.

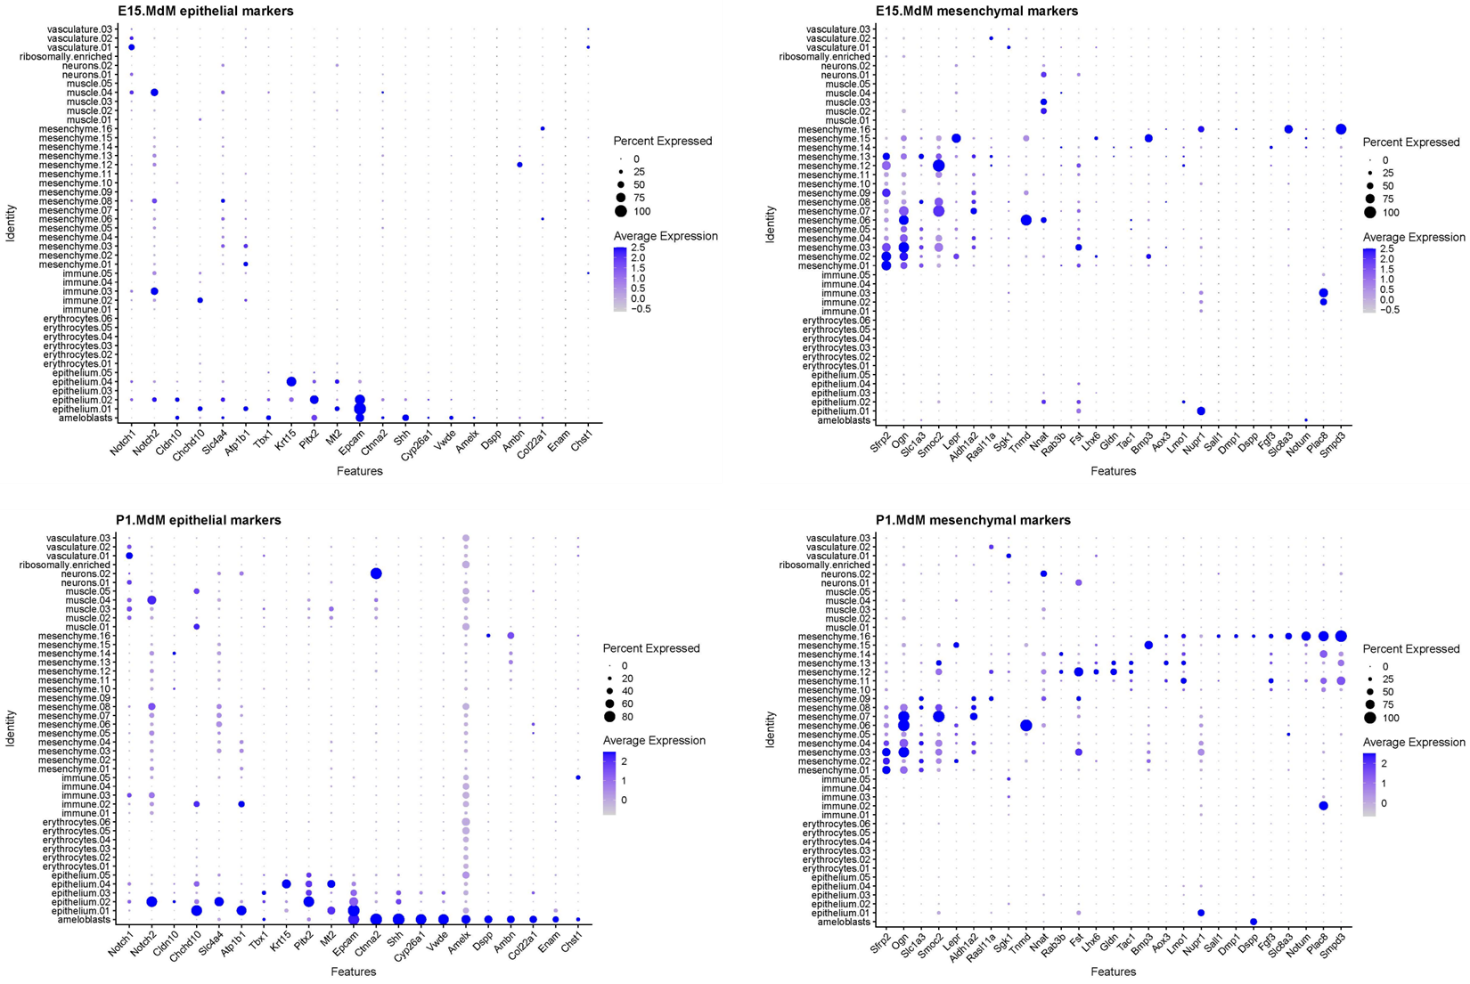

**Supplementary Figure 8** Dot plots of gene markers used for identifying different cell populations in single-cell RNA-sequencing of whole mandibular molar tooth organs.

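In the deposited counts of the E15.5 mandibular molar, 136 of 5631 kept cells were epithelium-like and 2716 mesenchyme-like, and 25.4% lay in clusters without a clear name. In the P1 mandibular molar, 2628 of 13902 kept cells were epithelium-like and 8262 mesenchyme-like, and 10.4% had no clear name. They included 1559 ameloblast-like and 5497 papilla-like cells, with medians of 7038 and 4185 UMIs.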

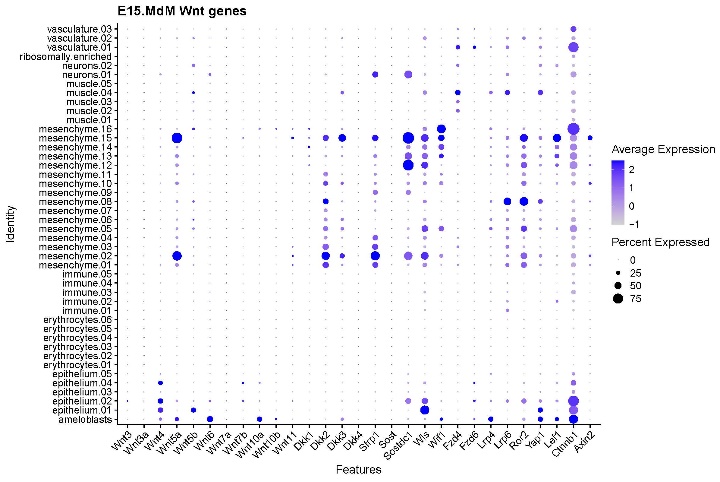

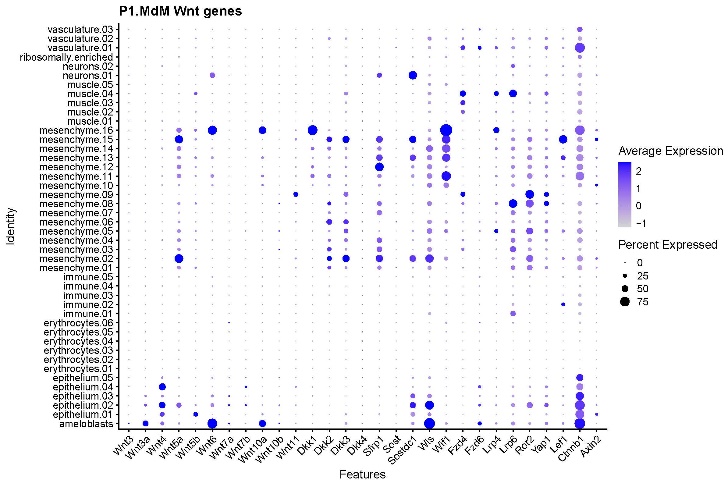

**Supplementary Figure 9** Dot plot showing the expression of selected markers of Wnt signaling genes known to play a role in Mandibular molar tooth development. Mesenchyme 16 cluster contains odontoblasts.

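The log2 ratio of epithelium to mesenchyme in the mandibular molar was 4.09 [3.67, 4.51] at E15.5 and 2.53 [2.40, 2.66] at P1 for Fzd6, and 2.47 and 2.09 for Fzd3. For Wnt7b it was 4.34 and 4.55, and for Wls 0.64 and 1.37. Genes with higher levels in the mesenchyme included Sfrp1, with -3.11 and -4.63, and Wif1, with -1.11 and -3.50. For Ror2 the ratio was 0.38 [0.24, 0.53] at E15.5 and -0.22 [-0.29, -0.16] at P1. Fzd4 had -3.42 and -3.08.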

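In the deposited counts, 305 mesenchyme-like cells of the P1 mandibular molar were odontoblast-like, with a median of 13001 UMIs. Their cluster had a mean position of 0.983 for odontoblast and 0.749 for bone markers. Dkk1 had 572 CPM (2437 UMIs) in these cells, Wnt6 417 CPM and Wnt10a 186 CPM (792 UMIs). Of them, 42.3% had a barcode that is also in the P1 maxillary library.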

How the deposited data were processed for this re-analysis (not part of the article)

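Single-cell RNA sequencing covered 4 libraries, from the maxillary and the mandibular molar at E15.5 and at P1, with 1 library per stage and jaw and 6 tooth organs pooled in each. The authors deposited, for each library, a table of UMI counts per gene and barcode made by Cell Ranger 7.0.1 from reads aligned to mm10, with the 32285 genes of the annotation that the paper names. The counts are whole numbers without normalization. The barcodes are those of Cell Ranger's default cell calling, and the paper's later filters are not applied in the deposited counts. The age of the embryos is given as E15.5 in the paper and as E15 in the labels of the deposited data. RNAscope images were not analysed here.

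Total UMIs per library were 109723360 (E15.5 maxillary), 128812956 (P1 maxillary), 86659227 (E15.5 mandibular) and 139873101 (P1 mandibular). The kept cells hold 87150380, 94733433, 70737291 and 102608340 UMIs in the same order, with medians of 9955, 3927.5, 12105 and 4721.5 UMIs per cell. As the P1 cells are shallower, shares of cells with a UMI are given with and without thinning to a common depth.

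Cells were removed when they lay over 3 median absolute deviations above the library's median in the percentage of mitochondrial UMIs, or on either side of it in the number of detected genes, or had fewer than 200 detected genes. scDblFinder was not available. Doublets were scored with Scrublet (scanpy 1.11.5), and the top-scoring 0.8% of barcodes per 1000 barcodes of the library were removed: 948, 2800, 505 and 3011 barcodes. Scrublet's automatic threshold, tried as an alternative, marked 11, 276, 0 and 382 barcodes, far fewer than that rate.

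Each library was then clustered on its own, without integration of libraries. Counts were scaled to 10000 per cell and log-transformed, and the 2000 genes with the largest dispersion were kept, leaving out mitochondrial genes, genes of ribosomal proteins and 76 Wnt pathway genes. Cells were clustered on 40 principal components, a graph of 15 neighbours and the Leiden method at resolution 1.0 (leidenalg 0.10.2, igraph 0.11.9, umap-learn 0.5.12, scikit-learn 1.9.0), with the random seed at 0. The epithelium-like cells were clustered once more on 20 components to look at their parts.

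Clusters were named from lists of marker genes that were written down before the data were examined. A marker's position is the cluster's place between the 10th percentile of the library's clusters and the highest one, on the log scale. A cluster took the class with the highest mean position if that mean was at least 0.4 and at least 3 markers were detected, each in at least 10% of the cells and from a position of 0.3. A cluster stayed unnamed if another class had more markers among its 10 leading genes, or if its median UMIs were over 3 times below the library's median. These thresholds were set after the clusters had been seen. The rule went through 5 versions, and the listings used to compare them also showed levels of Wnt10a, Wnt6 and Dkk1, so it was not chosen blind to them. Unnamed clusters numbered 5 of 32, 8 of 37, 9 of 30 and 4 of 31, with medians of 1001, 2225, 1452 and 888.5 UMIs per cell. The class of ameloblast-like cells was used at P1 only. At E15.5 a cluster of 230 maxillary cells also had that class as its best match and was left in the epithelium.

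The level of a gene in a class is the sum of its UMIs over the cells of the class per 1000000 UMIs of that class. Levels have exact Poisson intervals, ratios of levels and shares exact binomial intervals, all at 95%. They cover counting error only and say nothing about differences between animals. A class with a count of 0 was set to 3 counts for a ratio, which makes the ratio a bound, and no ratio was formed when both classes were at or under 3 counts. With 1 library per condition, no p-values and no counts of changed genes were computed, and changes between stages and between jaws are given as values for single genes. Odontoblast-like cells were compared only within a library.

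Signaling between classes was approximated by products of ligand and receptor levels, because CellChat and its database were not available. The sum runs over 16 canonical Wnt ligands, 10 Frizzleds and both Lrps, with each class weighing the same, and its intervals come from 1000 Poisson redraws of the counts.

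The genes named in the text were fixed in advance. They are the 33 Wnt pathway genes that the paper names for its single-cell data, and of the other Wnt pathway genes the 5 with the largest ratio between epithelium and mesenchyme in each direction among those with at least 50 CPM in the higher class in both jaws and the same direction in both. For changes between stages they are the 5 genes with the largest change in each direction within epithelium and within mesenchyme, and between jaws the 5 with the largest change within mesenchyme, with at least 50 CPM and ranked by the smaller change of the jaws or stages. Genes outside this rule are named as such.

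Alternatives changed 1 choice at a time. They were a filter with detected genes on the log scale, the limits that the paper gives for CellChat, no doublet removal, Scrublet's automatic threshold, Leiden at resolution 0.6, naming each cell by its own markers, subtraction of the level in immune-like and erythroid-like cells, the mean of each cell's own level, and cells thinned to 2000 UMIs. Shares of cells were also computed at 1000 and 4000 UMIs per cell and without thinning, Sost over all deposited barcodes, and the signaling products with Tukey's trimean and a Hill function with constant 0.5, and with ligand levels weighed by the number of cells. A further 5 alternatives were added after the data had been seen. They split the P1 libraries by shared barcodes (the shared cells kept in the maxillary library only), left shared barcodes out of both P1 libraries, left 1 barcode of the E15.5 mandibular molar out of the changes between stages, widened the odontoblast-like class to clusters with a marker position of at least 0.5 and at least 4 detected markers, and gave unnamed clusters their best match. The closing section gives their effect.

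The steps were tested on simulated data. In simulated libraries with 200 changed genes among the 32285, the direction was right in both jaws for all 200, with a median absolute error of 0.055 on the log2 scale, and the 10 genes picked by the rule were all changed ones. For 33 genes, 95.7% of 2300 intervals held the true value. The counts were drawn from the Poisson model that the intervals assume, so this checks their computation and not the clumping of UMIs in cells. A gene at or under 3 counts in either compartment of a library was left out there, so ratios from such counts were not tested. Naming was tested on 5000 cells drawn from 9 profiles. There 93.5% of cells got their broad class, 6.46% stayed unnamed and 0.06% got another class. At the finer level only 58.6% of ameloblast-like cells were named so, against 100% of odontoblast-like cells. A second simulation of 5040 cells from 27 profiles, with 1 profile per cluster of the P1 mandibular molar, gave 100% throughout. Because the profiles of both simulations come from classes or clusters named by the same rule, neither can show that the names are right.

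Barcodes were compared between libraries, and the share of cells with Y-linked UMIs and no Xist UMI was computed among cells with either. For cells from outside the tooth, 3 lists with 15 marker genes of olfactory neurons, sustentacular cells and pituitary were written after the clusters of the P1 maxillary molar had been seen. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Gene positions are those of mm10.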

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

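In this part, the tests of free RNA, depth, and ameloblast-like and odontoblast-like cells, as causes of the patterns of Lrp4 and Lrp5, were chosen before their results were seen; the tests of cells present in both P1 libraries and of counting error and all tests on the markers of olfactory neurons, sustentacular cells and pituitary were chosen only after the result was seen.

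Of the 33 Wnt pathway genes that the paper names, 4 had opposite signs of the ratio of epithelium to mesenchyme at E15.5 and P1 in both jaws, with the higher level in the epithelium at E15.5 and in the mesenchyme at P1. The smaller difference between the stages of the 2 jaws was 1.46 on the log2 scale for Fzd7, 2.09 for Lrp4, 1.04 for Lrp5 and 0.87 for Lef1. No gene had opposite signs between the jaws at both stages. The difference between the stages was not tested, as there is 1 library per stage and jaw, and the P1 libraries have cells in common. The log2 ratios of Lrp4 were 1.82 (E15.5 maxillary), 1.18 (E15.5 mandibular), -0.40 (P1 maxillary) and -0.91 (P1 mandibular), and those of Lrp5 0.23, 0.91, -0.81 and -0.40. Fzd7 had 0.13, 0.38, -1.32 and -1.47, and Lef1 0.03, 1.99, -0.84 and -0.50.

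Counting error may account for the sign of Fzd7 and Lef1 in the E15.5 maxillary molar, since the intervals of their ratios reach -0.089 and -0.073. For Lrp4 and Lrp5 no interval of the 4 libraries held 0, and the bounds nearest to it were -0.27 and 0.054, so counting error does not explain their signs. Cells present in both P1 libraries are argued against for Lrp5. With the P1 maxillary library reduced to the shared and the P1 mandibular library to the unshared cells, its ratio closest to a change of sign was -0.31, and in the unshared P1 maxillary cells it was -0.39 [-0.79, -0.01].

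For Lrp4, cells present in both P1 libraries cannot be told apart from a change between stages in the maxillary molar. The ratio was -0.65 in the shared and 1.41 [1.01, 1.80] in the unshared P1 maxillary cells, which also differ in depth and in the share of Y-linked UMIs. Free RNA cannot be told apart from a change between stages for either gene. With the level of immune-like and erythroid-like cells subtracted, the ratio closest to a change of sign was -0.46 for Lrp4 and 0.35 for Lrp5, but taking 1 level off both compartments cannot change which of them is higher. Depth cannot be told apart from such a change either. With each cell thinned to a common depth, Lrp4 had 0.21 [-0.13, 0.53] in the P1 maxillary molar and Lrp5 0.22 [-0.26, 0.68] in the E15.5 maxillary molar, and both intervals hold 0. The ameloblast-like and odontoblast-like cells, which have no counterpart at E15.5, cannot be told apart from it either. Without them, the ratio closest to a change of sign was -0.16 [-0.36, 0.02] for Lrp4 and -0.17 [-0.36, 0.01] for Lrp5. Lrp5 kept its 4 signs in the settings run, whereas Lrp4 in the P1 maxillary molar became 0.54 with cells named by their own markers, 0.36 with the mean of each cell's own level and 0.20 with unnamed clusters given their best match. Lef1 in the E15.5 maxillary molar was -0.03 with Scrublet's automatic threshold, and Fzd7 -0.23 with thinned cells. A change between the stages remains open as a biological explanation, and it was not tested.

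The kept cells of the P1 maxillary molar also gave UMIs for genes that the paper does not discuss and that mark tissues other than the tooth. The 6 markers of olfactory neurons summed to 47.2 CPM, the 4 of sustentacular cells of the olfactory epithelium to 77.4 CPM and the 5 of the pituitary to 60.1 CPM. The floor of 3 counts is 0.0317 CPM. In the E15.5 maxillary molar the sums were 22.1, 8.74 and 2.28 CPM, in the E15.5 mandibular molar 21.9, 2.84 and 3.19 CPM, and in the P1 mandibular molar 29.7, 12.1 and 3.05 CPM. Single genes above 1 CPM in another library numbered 3 of 6, 2 of 4 and 1 of 5, so the lists are not specific to nasal or pituitary tissue. In the P1 maxillary molar the levels were Adcy3 21.0, Gng13 13.5, Gnal 7.90, Stoml3 2.97, Omp 1.32 and Cnga2 0.538 CPM for olfactory neurons, Cbr2 45.1, Ermn 13.9, Cyp2a5 12.3 and Cyp2g1 6.16 CPM for sustentacular cells, and Pomc 49.8, Cga 5.82, Gh 4.20 and Lhx3 0.274 CPM and 2 Prl UMIs for the pituitary. At least 3 markers of sustentacular cells were found together in 184 cells of this library and in 0 cells of the other 3. For olfactory neurons these were 53 cells, against 1, 0 and 8, and for the pituitary 0 cells in each library.

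Free RNA is argued against as the source of the sustentacular markers, since cells of unnamed clusters held 71.3% of their UMIs with 6.34% of all UMIs of the library. They held 40.9% of the UMIs of the olfactory markers and 93.9% of those of the pituitary markers. Tissue next to the tooth in the dissected sample is a candidate explanation that cannot be told apart from cells of another sample. Among the cells with at least 3 markers of a list that could be assigned, 49.4% [41.4, 57.4] had Y-linked UMIs and no Xist UMI, against 16.9% of the cells whose barcode is also in the P1 mandibular library, and 50.0% of the other cells of the P1 maxillary library. The design gives no condition that would separate the possibilities, and no biological explanation was tested.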

How the results depend on the processing

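All tests in this part are recomputations under another choice; 5 of the alternatives were chosen only after the result was seen. They are the P1 libraries split by shared barcodes, shared barcodes left out of both P1 libraries, the lower marker position for odontoblast-like clusters, unnamed clusters given their best match, and changes between the stages in the epithelium without 1 barcode of the E15.5 mandibular molar. No paired analysis was possible because there is 1 library per stage and jaw and the numbers pair no animals. Leaving out a replicate was not possible for the same reason. Alternatives of at least 20 CPM and of a 2-fold change had been foreseen and were not run, because no counts of changed genes are given.

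The 12 main results were recomputed under 4 to 15 alternatives each, 130 values in all. Of the values, 51 lay outside the counting interval of the reported value, and 2 of the 51 are lower bounds. The 5 log2 ratios among the results kept their sign in 55 values, and the other 7 results have no sign to change. The log2 ratio of Wnt10a at E15.5 ranged from 3.17 to 3.93 and that of Wnt6 from 3.46 to 3.87. The log2 ratio of Dkk1 ranged from 7.37 to 9.59 at P1, apart from a lower bound given below. At E15.5 it ranged from 3.11 to 4.84 where the epithelium had a count, and it was at least 2.13 with thinned cells and at least 5.13 with the background subtracted, where the epithelium was at 0. The number of genes and libraries in the stated compartment ranged from 18 to 21, and the number of cells kept from 39981 to 46966. The cause was not tested for any of the changes that follow.

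With cells named by their own markers, the log2 ratio of epithelium to mesenchyme was 3.93 for Wnt10a at E15.5 and 3.25 for Wnt6 at P1. The ratio of Dkk1 was 3.11 at E15.5 and 7.37 at P1, the share of Wnt10a in ameloblast-like and odontoblast-like cells 76.6%, and the shares sent by the epithelium at E15.5 and by ameloblast-like cells at P1 61.6% and 44.3%. With thinned cells, the ratios were 3.55 for Wnt10a at E15.5 and 2.91 for Wnt6 at P1, the share sent by ameloblast-like cells was 35.4% and the best rank of Wnt10a, Fzd2 and Lrp5 was 40. With Leiden at resolution 0.6, the share of Wnt10a was 76.9%, the Dkk1 ratio at P1 7.81, the share sent by ameloblast-like cells 43.8% and the rank 87. With the lower odontoblast marker position these were 77.2%, 7.73, 44.0% and 88.

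With the background subtracted, Wnt6 had a ratio of 3.87 at E15.5 and 2.33 at P1, the share sent by the epithelium was 67.1% and the rank 34. With the mean of each cell's own level, the share of Wnt10a was 52.3%, the Wnt6 ratio at P1 2.98 and the share sent by ameloblast-like cells 38.6%. With no doublet removal, the Dkk1 ratio at P1 was 7.43, the Wnt6 ratio at P1 2.14, the share sent by the epithelium 61.5% and the level of Sost 0.263 CPM. Scrublet's automatic threshold gave 55.2% for the share of Wnt10a, 2.16 for Wnt6 at P1, 61.6% for the epithelium and 0.268 CPM for Sost. The filter on the log scale gave 2.16 for Wnt6 at P1 and 59.9% for the epithelium, and the paper's limits for CellChat 2.14 for Wnt6 at P1. Over all deposited barcodes Sost had 0.249 CPM. The split by shared barcodes gave 2.11 for Wnt6 at P1 and 35.8% for ameloblast-like cells, and unnamed clusters given their best match 2.02 for Wnt6 at P1. Leaving shared barcodes out of both P1 libraries removes 144 of the 148 odontoblast-like and 576 of the 601 ameloblast-like cells of the maxillary molar. The share of Wnt10a was then 20.8%, the Dkk1 ratio at P1 at least 2.92, the Wnt6 ratio at P1 3.15, the share sent by ameloblast-like cells 31.5% and the rank 9. Trimeans with a Hill function gave 86.2% for the epithelium and 43.0% for ameloblast-like cells, and weighing by the number of cells 46.6% and 27.2%. With that weighing, mesenchyme-like cells at E15.5 and other mesenchyme at P1 sent the largest share. The rank has no value with trimeans and a Hill function, because the combination came to 0 there.

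For 14 of the named genes, 558 values of 52 ratios were computed. Of these, 364 stayed inside the counting interval, 107 moved away from 0, 80 moved towards it and 7 reversed, where only a ratio whose interval excludes 0 is counted as reversed. The 7 values with a class at 0 are bounds. Lrp4 in the P1 maxillary molar became 0.54 with cells named by their own markers, 0.36 with the mean of each cell's own level, 0.21 with thinned cells, 0.20 with unnamed clusters given their best match and 1.41 with shared barcodes left out. Wnt5b in that molar became 1.35 with shared barcodes left out, and Wnt5a in the E15.5 mandibular molar 0.39 with thinned cells. In the E15.5 maxillary molar, 2 ratios whose interval holds 0 also changed sign, that of Fzd7 to -0.23 with thinned cells and that of Lef1 to -0.03 with Scrublet's automatic threshold. Of 310 values for 25 changes between stages or jaws, 28 of them bounds, 161 stayed inside the interval, 33 moved away from 0 and 116 towards it. Of 24 values for 8 shares of cells, 2 stayed inside the interval, 13 rose and 9 fell, as thinning to fewer UMIs lowers such a share by construction.

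Depth limits several results. The Dkk1 ratio at E15.5 rests on 4 UMIs in the epithelium of the maxillary and 2 in that of the mandibular molar, so its size is poorly known. Sost had 65 UMIs in 40985 cells, of which 31 lay in odontoblast-like cells of the P1 mandibular molar and 0 in those of the P1 maxillary molar. The SR/SI-like cells of the E15.5 maxillary molar number 68, and none of the 67 that remained after thinning had a Wnt10a UMI. Their name is uncertain, as their cluster was weakly marked and none of the 68 was SR/SI-like when the epithelium was clustered alone.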

Differences from the paper's values

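The paper's total before filters is about 110,000 cells over its samples, and the deposited counts of the 4 libraries hold 56940 barcodes. No alternative changes the number of barcodes. The paper's range per sample, 7,379 to 20,076, lies near the 7947 and 19401 barcodes found. 4 libraries of the paper's largest size would hold 80304 cells, which is fewer than the paper's total.

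After filters, the paper's lowest number of cells per sample is 1,545, and 5631 were found in the smallest library. The alternatives set before the data were examined gave 5631 with detected genes on the log scale, 6034 with the paper's limits for CellChat, 6069 with no doublet removal and 6069 with Scrublet's automatic threshold, and none of them closed the gap. The paper's highest number is 6,737, and 13902 were found in the largest library. The same alternatives gave 13935, 15438, 16275 and 15924, and none of them closed the gap. The paper's total of 32,288 cells lies within 1.5 times the 40985 cells kept. 4 libraries of the paper's largest size after filters would hold 26948 cells, which is fewer than the paper's total.

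The paper places Wnt5b in the epithelium alone at both stages. Its log2 ratio of epithelium to mesenchyme was -0.38 at E15.5 and -0.88 at P1 in the maxillary molar, and it was negative in the mandibular molar too. With cells shared by the P1 libraries left out, an alternative chosen after the data were seen, it was 1.35 at P1 in the maxillary molar. The paper places Wnt11 and Dkk3 in the mesenchyme alone. Wnt11 had 12.3 CPM in the epithelium and 17.0 CPM in the mesenchyme at E15.5, and Dkk3 14.0 and 68.4 CPM. The background of immune-like cells was 0.304 CPM for Wnt11 and 2.13 CPM [0.857, 4.39] for Dkk3 at E15.5. Wnt6 is placed in the epithelium alone at E15.5, and it had 21.0 CPM in papilla-like cells of the E15.5 maxillary molar. The paper names Wnt10a along with Wnt6 there, although elsewhere it has Wnt10a in epithelial-mesenchymal cells at E15.5. The level of Wnt10a in these papilla-like cells was above that of Wnt6 and near its own level in the epithelium-like cells.

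The paper names the epithelial cluster as the main receiver at E15.5. The epithelium received 21.9% of the summed product and the mesenchyme 21.6%, and with trimeans and a Hill function, an alternative set before the data were examined, the epithelium received 28.1%, neural-like cells 27.0% and the mesenchyme 15.2%. In the E15.5 mandibular molar this alternative gave 18.7% to the epithelium and 38.3% to neural-like cells. At P1 the paper gives the ameloblast cluster the strongest outgoing and incoming signal. Ameloblast-like cells sent 37.7% and received 14.4%, while other mesenchyme received 18.3%. With ligand levels weighed by the number of cells, ameloblast-like cells of the maxillary molar sent 27.2%, less than other mesenchyme. With trimeans and a Hill function ameloblast-like cells received 46.0%, the largest share of the 9 classes, and sent 43.0%, against 43.4% for odontoblast-like cells. In the P1 mandibular molar this gave ameloblast-like cells 42.7% of the outgoing and 21.9% of the incoming product, the largest shares there, against 38.9% and 18.0% for odontoblast-like cells. For the ameloblast cluster at P1 the outgoing strength is about 0.18 in Fig. 5C, read by eye, and the incoming strength about 0.13. These are on CellChat's scale, which the shares above do not follow.

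The paper names the combination of Wnt10a, Fzd2 and Lrp5 as the strongest, and the legend of Figure 5F gives Lrp6 in place of Lrp5. The combination with Lrp5 ranked 56 of 5120 at its best pair, 13 of 320 within odontoblast-like cells and 16 of 320 from ameloblast-like to odontoblast-like cells. The one with Lrp6 ranked 29 of 5120 at its best pair and 5 within odontoblast-like cells. In each of these lists a combination with Wnt6 ranked first. None of the alternatives tried brought the combination with Lrp5 to the first rank, with a best rank from 9 to 88. The paper names Wnt3a and Wnt4 among the ligands of ameloblasts and odontoblasts. In odontoblast-like cells 1 Wnt3a UMI and 13 Wnt4 UMIs were counted, whereas ameloblast-like cells had 125 and 63.8 CPM.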

Other observations

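All tests in this part were chosen only after the result was seen.

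The P1 maxillary and P1 mandibular libraries have 7131 barcodes in common. Chance is argued against, as the other 5 pairs of libraries have 28 to 70 in common. Different cells with the same barcode are argued against too. For 99.7% of 1000 barcodes, the profiles in the 2 libraries were more alike than that of another cell of the class, with a median correlation across genes of 0.376 against 0.0158. Of the barcodes assigned by Y-linked and Xist UMIs in both libraries, 99.7% had the same assignment, against 81.0% with partners shuffled. Together with the narrow ratio of UMIs, this is consistent with reads of 1 library being present in both P1 count tables. That the shared cells are mandibular is argued against by Hand2, which had 0.0762 CPM in the shared mesenchyme-like cells, against 7.63 CPM in the other mesenchyme-like cells of the P1 mandibular library and 22.1 CPM at E15.5 in the mandibular molar. Pou3f3 had 24.8 CPM in the shared cells and 8.65 CPM in the other P1 mandibular cells. How the reads came to be in both tables was not tested.

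The P1 maxillary library has 11576 barcodes that are not in the P1 mandibular library, with a median of 2318 UMIs, and 89.4% of its barcodes over 6000 UMIs are shared. Of its kept cells that could be assigned, Y-linked UMIs without Xist were found in 16.9% of the shared and 50.0% of the unshared cells. Lower depth is argued against, as the shallow copies of the shared cells in the P1 mandibular library had 11.0%. Animals in other proportions fit the values, since the unshared cells without markers of nasal or pituitary tissue had 50.0% and those with them 49.4%. A library other than the maxillary molar may also be present in the count table. Of the papilla-like cells 98.7% were shared, of the ameloblast-like cells 95.8%, of the odontoblast-like cells 97.3% and of the SR/SI-like cells 88.9%, against 18.5% of the outer or oral epithelium-like, 8.31% of the neural-like and 5.13% of the unnamed cells. The unshared mesenchyme-like cells had Pou3f3 at 24.7 CPM and no Hand2 UMI, so tissue of the maxilla remains open as their origin.

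By library, cells with Y-linked UMIs and no Xist UMI were 61.8% of the assigned cells in the E15.5 maxillary, 58.6% in the E15.5 mandibular, 32.0% in the P1 maxillary and 11.5% in the P1 mandibular molar. In mesenchyme-like cells of the E15.5 maxillary and mandibular molar, Hand2 had 1.50 and 22.1 CPM and Pou3f3 42.4 and 20.6 CPM. Dlx5 had 30.2 and 36.1 CPM there, and 140 and 127 CPM at P1.

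Changes between the stages are given as the log2 change of P1 over E15.5 in the jaw with the smaller one. In the epithelium the largest rises were those of Enam, which was at least 10.00 because no UMI was counted in the E15.5 maxillary molar, Mmp20 with 8.08 [6.53, 10.36] from 3 UMIs at E15.5, St8sia1 with 7.75 [5.90, 10.80] from 2 UMIs at E15.5, Ambn with 7.64 and Dspp with 7.03. A single epithelium-like cell held all 14 Dspp and all 3 Mmp20 UMIs of the E15.5 mandibular epithelium. The cell also held 3 of the 5 Ambn UMIs, 1 of the 2 St8sia1 UMIs and the 1 Enam UMI of that epithelium. Without this cell the rises were at least 9.78 for Enam, 8.07 for Mmp20 and 9.24 for Dspp. Those of Ambn and St8sia1 were then 8.76 and 8.04. Enam, Ambn and Dspp, and Krt15, Bglap, Plac8 and the haemoglobin genes named next, are among the markers used for naming. The largest falls were those of Stfa3 (-4.51), Fgfbp1 (-2.97), Hbb-bt (-2.79), Krt15 (-2.74) and Hba-a2 (-2.70). In the mesenchyme, Gm40193 rose by 8.70, Sp6 by 6.91, Bglap by 6.68, Rspo4 by 6.64 and Plac8 by 6.20, and Hbb-bt (-4.06), Hbb-bs (-3.20), Hba-a2 (-3.17), Hba-a1 (-2.99) and Nrg1 (-2.15) fell. Haemoglobin RNA is also found in immune-like cells, where Hbb-bs had 5145 CPM at E15.5 and 3791 CPM at P1 in the maxillary molar, and 5214 and 683 CPM in the mandibular molar. In the mesenchyme Hbb-bs had 5152 and 463 CPM in the maxillary molar, and 5504 and 599 CPM in the mandibular molar. Between the jaws at both stages, Ebf2 (-1.96), Ccn3 (-1.91), Meox2 (-1.68) and Itih5 (-1.62) were higher in the mandibular and Cadm2 (1.73) in the maxillary mesenchyme, as log2 ratios of maxillary to mandibular. At P1 these values rest on libraries with cells in common.

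Of the Wnt pathway genes that the paper does not name, those higher in the epithelium of both jaws at E15.5 were Rnf43, with 4.47 as the smaller of its log2 ratios of epithelium to mesenchyme in the jaws, Znrf3 (1.56), Lgr4 (0.64) and Ryk (0.12). Those higher in the mesenchyme were Rspo3 (-4.47), Sfrp2 (-4.29), Tcf7l2 (-0.74) and Tcf7l1 (-0.60). At P1, Znrf3 (0.80), Ror1 (0.58) and Ryk (0.35) were higher in the epithelium, and Rspo2 (-7.61), Rspo4 (-6.82), Sfrp2 (-5.66), Notum (-5.23) and Tcf7 (-2.31) in the mesenchyme.

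In the E15.5 mandibular molar, 604 of 691 Amelx UMIs (87.4%) lay in 1 barcode of 12735 UMIs, the cell whose Dspp, Mmp20, Ambn and Enam UMIs are given above. In the E15.5 maxillary molar, 190 Amelx UMIs were spread over 180 barcodes. The gene was singled out after its values were seen, and no explanation was tested.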
